# Postnatal nutrition environment reprograms renal DNA methylation patterns in offspring of maternal protein-restricted stroke-prone spontaneously hypertensive rats

**DOI:** 10.3389/fnut.2023.1134955

**Published:** 2023-04-13

**Authors:** Chika Ando, Sihui Ma, Moe Miyoshi, Kyohei Furukawa, Xuguang Li, Huijuan Jia, Hisanori Kato

**Keywords:** DNA methylation, epigenetics, gene expression, hypertension, kidney, maternal protein restriction, postnatal nutritional environments

## Abstract

Maternal malnutrition hampers the offspring health by manipulating the epigenome. Recent studies indicate that the changes in DNA methylation could be reversed by afterbirth nutrition supplementation. In this study, we used DNA methylation arrays to comprehensively investigate the DNA methylation status of the renal promoter regions and the effects of postnatal protein intake on DNA methylation. We fed stroke-prone spontaneously hypertensive (SHRSP) rat dams a normal diet or a low-protein diet during pregnancy, and their 4-week-old male offspring were fed a normal diet or a high−/low-protein diet for 2 weeks. We found that the methylation status of 2,395 differentially methylated DNA regions was reprogrammed, and 34 genes were reset by different levels of postnatal protein intake in the offspring. Among these genes, *Adora2b*, *Trpc5*, *Ar*, *Xrcc2*, and *Atp1b1* are involved in renal disease and blood pressure regulation. Our findings indicate that postnatal nutritional interventions can potentially reprogram epigenetic changes, providing novel therapeutic and preventive epigenetic targets for salt-sensitive hypertension.

## 1. Introduction

Hypertension is a serious medical condition that significantly increases the risks of cardiovascular, brain, renal, and other diseases, and is a major cause of premature death worldwide (1). Although the pathogenesis of hypertension is not yet fully elucidated, current evidence indicates that the origins of hypertension can be linked to the very early life stage. The developmental origins of health and disease (DOHaD) concept, which considers postnatal exposures to environmental stimuli as important risk factors for non-communicable diseases (2), has increasingly been applied to discover and explain the developmental pathology of hypertension. According to previous animal studies, a variety of environmental stimuli received *in utero* appear to participate in the etiology of hypertension, including maternal overnutrition, maternal undernutrition, maternal renal insufficiency (3, 4), and others. The DOHaD concept posits that *in utero* stimuli influence offspring development and health by modifying the “epigenic phenotype” and forming an “epi-memory.” Among the major epigenetic modifications of DNA methylation, histone modification, and non-coding RNA, DNA methylation variance has garnered the most research attention to date (5). Epigenetic modifications are considered to be reversible, since they depend on the binding and release of chemical residues to DNA sequences and histone bonds. Therefore, using a balanced diet as a therapeutic agent immediately after birth may reverse the adverse effects caused by maternal malnutrition.

Studies on overnutrition suggest that high fructose intake during pregnancy can cause hypertension in offspring (6), and that excess fructose, fat, and salt intake have a synergistic effect on increased blood pressure in adult offspring (7, 8). Moreover, mothers fed a high-protein/low-carbohydrate diet during pregnancy tend to have offspring with increased blood pressure and a higher risk of glomerulosclerosis (9). Micronutrient deficiencies during pregnancy have also been linked to an increased risk of hypertension in offspring. For example, causal links have been demonstrated in maternal nutritional status characterized by deficits in calcium (10), iron (11), zinc (12), and vitamin D (13) with hypertension in the offspring. Besides the above programming insults, maternal protein restriction has been established as a common developmental origin of hypertension. Studies in rodents have consistently reported that 6–9% protein restriction in pregnant mothers resulted in hypertension in adult offspring (14–17). Previous studies led to several hypotheses about the underlying mechanisms, involving the suppression of the newborn renin-angiotensin system (18), impairment to nephrogenesis (19), triggering oxidative disruption in the medulla oblongata (20), or hindering the hypothalamic–pituitary–adrenal axis (21). However, there have been sparse reports on uncovering the role of epigenetic regulation in the pathology of hypertension.

We previously reported that maternal protein restriction modulates the methylation state of the renal prostaglandin E receptor 1 gene (*Ptger1*), a key regulator of hypertension, in the stroke-prone spontaneously hypertensive (SHRSP) rat model (17). In the present study, we administered SHRSP pups diets with different amounts of protein after a state of fetal protein restriction to investigate whether postnatal protein supplementation could rectify the negative changes in DNA methylation under malnutrition in pregnancy.

## 2. Materials and methods

### 2.1. Animal experiments

SHRSP rats obtained from Japan SLC, Inc. (Shizuoka, Japan) were kept under a 12 h light–dark cycle (light period 8:00–20:00), temperature of 22 ± 1°C, and humidity of 60 ± 5%. The animal experiments were approved and conducted in strict accordance with the guidelines stipulated by the Animal Usage Committee of the Graduate School of Agricultural and Life Sciences, University of Tokyo (approval no. P09-376).

Nine-week-old male and female SHRSP rats were placed in separate cages for 1 week of acclimatization and fed a control (CN) diet as the normal diet. After acclimatization, male and female rats were mated by cohabiting overnight, and pregnancy was determined by the presence of a semen plug the following morning (day 0 of pregnancy). Pregnant dams were divided into two groups: those fed a CN diet *ad libitum* (mCN group) and those fed a low-protein diet (9% casein diet) *ad libitum* (mLP group). After delivery, all dams and offspring were fed the CN diet. At 28 days after birth, male pups were separated from the dams and divided into six groups (*n* = 5 per group) based on the pregnant dam’s diet and the diet of the pup. Pups in the mCN-CN and mLP-CN groups were fed the CN diet, those in the mCN-LP and mLP-LP groups were fed the low-protein diet, and those in the mCN-HP and mLP-HP groups were fed a high-protein diet (40% casein diet), each for 2 weeks. At six-weeks of age, male offspring were sacrificed, and their livers, kidneys, and intraperitoneal fat were collected. After weighing, a portion of the collected kidneys was cut for RNA extraction, soaked in RNA Later (Life Technologies Japan Ltd., Tokyo, Japan) at 4°C overnight, and then stored at −20°C. The remaining kidneys were immediately frozen in liquid nitrogen and stored at −80°C until analysis. The feed composition is shown in Supplementary Table S1 and the rearing schedule is shown in Figure 1. The body weights, total food intake, and tissue weights of the rats are shown in Supplementary Table S2.

**Figure 1:**
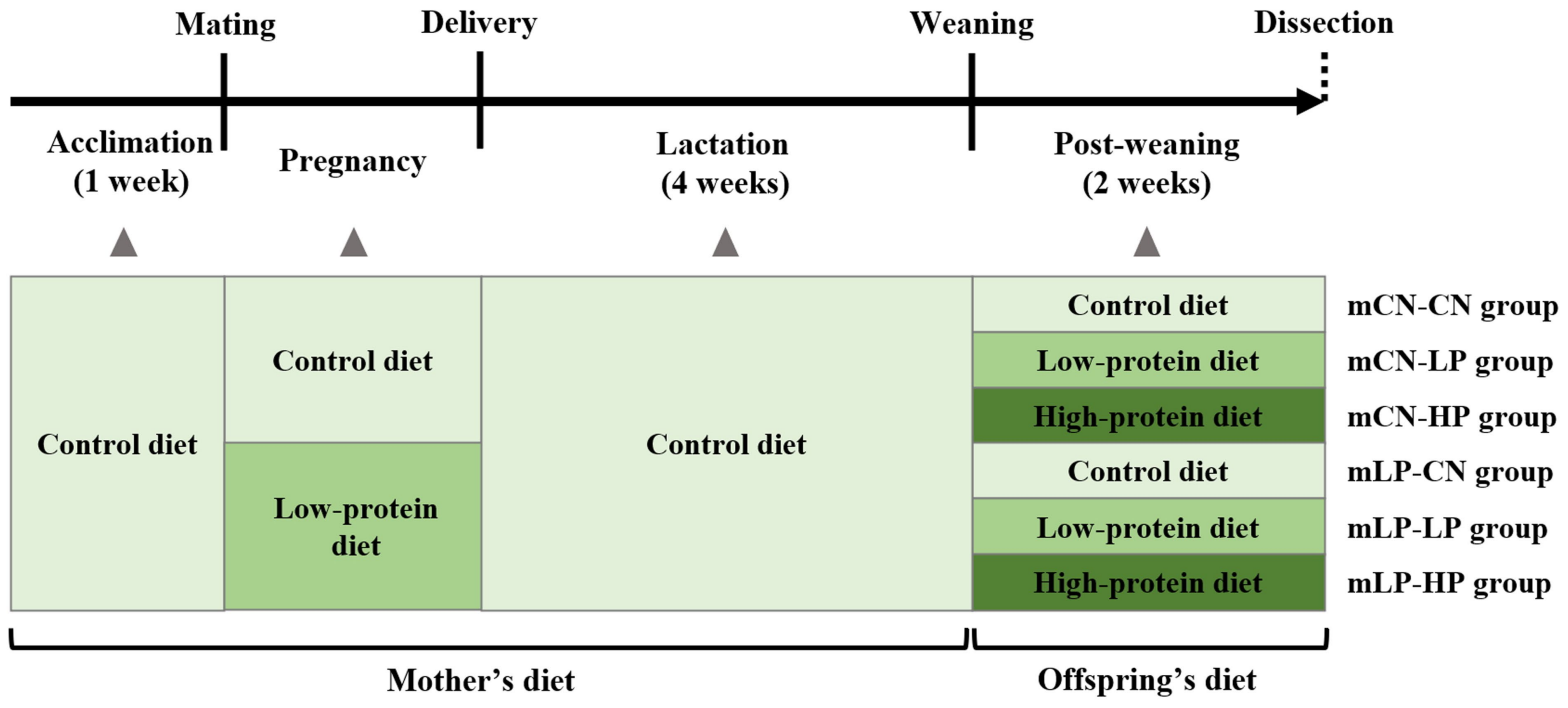
Schedule of the animal experiment. mLP-CN, maternal low-protein diet and control diet in offspring; mCN-CN, maternal control diet and control diet in offspring; mLP-LP, maternal low-protein diet and low-protein diet in offspring; mLP-HP, maternal low-protein diet and high-protein diet in offspring.

### 2.2. DNA extraction

DNA from the kidney was extracted using DNAiso Reagent (Takara Bio, Tokyo, Japan). Briefly, 1.5 ml DNAiso Reagent was added to 40 mg of kidney tissue, crushed using a homogenizer, and left to stand for 5 min at room temperature. DNA was extracted from the homogenate according to the manufacturer’s protocol. The DNA quality was checked by electrophoresis (100 V, 20 min) using 1.2% agarose gel, and the DNA concentration was measured using a NanoDrop instrument (ND-1000, NanoDrop Technologies). The extracted DNA was stored at −80°C until analysis.

### 2.3. DNA methylation array

DNA methylation status was comprehensively analyzed by combining methylated DNA immunoprecipitation (MeDIP) and microarray technology outsourced to the MeDIP-chip microarray contract analysis service (Arraystar, Rockville, MD, USA). Briefly, 1 μg DNA of each sample was incubated for 10 min at 98°C with 1 optical density (OD) of Cy5-9mer primer (immunoprecipitation sample) or Cy3-9mer primer (input sample). Then, 100 pmol of deoxynucleoside triphosphates and 100 U of the Klenow fragment (New England Biolabs, Ipswich, MA, USA) were added and the mixture was incubated at 37°C for 2 h. The reaction was stopped by adding 0.1 volume of 0.5 M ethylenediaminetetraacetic acid and the labeled DNA was purified by isopropanol/ethanol precipitation. Microarrays were hybridized at 42°C for 16–20 h with Cy3/5-labeled DNA in NimbleGen hybridization buffer/hybridization component A in a hybridization chamber (Hybridization System, NimbleGen Systems, Inc., Madison, WI, USA). Following hybridization, washing was performed using the NimbleGen Wash Buffer kit (NimbleGen Systems, Inc.). For array hybridization, ArrayStar Rat RefSeq Promoter Array was used, which is a single-array design that includes 23,148 gene promoter regions (from approximately −1,300 bp to +500 bp of the transcription start sites) covered by approximately 180,000 probes with approximately 210 bp spacing, depending on the sequence composition of the region. 

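Each array read 179525 spots, of which 172669 were probes with a position on the rat genome (build rn4) and 6856 were control spots. Probes were 45 to 60 bases long, with a median of 46 bases. Neighboring probes of one promoter had a median spacing of 162 bp and a mean spacing of 190.3 bp. The files list each probe by its identifier and position, and they do not pair probes with genes. Probes less than 1000 bp apart were therefore joined into 16174 promoter regions, with a median of 10 probes over 1663 bp. Of these, 206 were longer than 5000 bp and can hold the promoters of neighboring genes. Chromosome X held 7513 of the probes, chromosome Y held 0, and 885 lay on sequence that the build does not place on a chromosome.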

For data normalization, to avoid technical variability and effectively evaluate methylation differences between samples, the raw data value was normalized using the log2-ratio. Median-centering, quantile normalization, and linear smoothing were performed by the Bioconductor packages Ringo, limma, and MEDME. The log2-normalized data were established for each sample and used in further peak-finding analysis. A sliding window (1,500 bp) peak-finding algorithm provided by NimbleScan v2.5 (Roche-NimbleGen) was applied to analyze the MeDIP-chip data. A one-sided Kolmogorov–Smirnov (KS) test was applied to determine whether the probes were drawn from a significantly more positive distribution of intensity log2-ratios than those in the rest of the array. Each probe was given a –log10 value of *p* score from the windowed KS test around that probe. If several adjacent probes rise significantly above a set threshold, the region is assigned to an enrichment peak. The peak data files were generated from the value of *p* data files. NimbleScan detects peaks by searching for at least two probes above a value of *p* minimum cutoff (−log10) of 2. Peaks within 500 bp of each other were merged.

### 2.4. Statistical analysis

Body weight, tissue weight, and food intake of the rats are expressed as the mean ± standard error. Multiple-comparison tests with two factors such as fetal protein nutrition and postnatal protein nutrition were performed using two-way analysis of variance and Tukey’s *post-hoc* test. Statistical significance was set at *p* < 0.05.

## 3. Results

### 3.1. Identification of differentially methylated CpG sites in the promoter regions

The methylation of DNA promoter regions affects the transcriptional expression of their downstream genes. Therefore, differentially methylated regions (DMRs) in the promoters were examined using DNA methylation arrays. 

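Kidney DNA of male offspring of stroke-prone spontaneously hypertensive rats (SHRSP, an inbred strain with high blood pressure) was examined on 12 arrays at 6 weeks of age, with 3 arrays in each of the mCN-CN, mLP-CN, mLP-LP, and mLP-HP groups. The CN, LP, and HP diets contained 20%, 9%, and 40% casein. In MeDIP, an antibody against 5-methylcytosine pulls down methylated fragments, so that a higher ratio of precipitated DNA (Cy5) to input DNA (Cy3) means more methylation around a probe. Every array carried the dyes in the same orientation. The authors deposited the scanner output of each array, with intensities that were not normalized, and a table of their own processed values.
The median Cy3 intensity per array was between 95 and 166, and the median Cy5 intensity was between 94 and 153. The Cy5 medians of the mLP-CN arrays (94 to 103) lay below those of the mCN-CN arrays (129 to 151). Between 86.2% and 92.3% of the spots were well above background in Cy3, and between 69.9% and 76.1% in Cy5. The 3 arrays per group limit the precision of every group mean. In the input channel, chromosome X lay below the autosomes by a log2 difference of between −0.45 and −0.36 on all 12 arrays, and no array stood apart from the other males.
The median signals were background corrected (normexp, offset 50), turned into log2(Cy5/Cy3), centered on each array's median, and quantile normalized between arrays. For DMRs, the log2 ratios were smoothed with linear weights over 1000 bp. The difference between the means of 2 groups was then tested in 1500 bp windows with the one-sided KS test, the threshold, the minimum of 2 probes, and the merging distance given in the Methods. The offset, the smoothing width, and the way in which groups were compared are not named in the paper's text. Because the windowed test takes no account of the spread between replicates, the mean log2 ratio of each of the 16055 promoter regions with at least 3 probes, before smoothing, was also tested with limma.
The arrays were scanned in 5 scans on 3 days. Replicates 1 and 2 of the mCN-CN group formed scan 1, and mCN-CN replicate 3 was in scan 2 with the mLP-CN replicates 4, 5, and 6. The mLP-HP replicate 7 formed scan 3. The mLP-HP replicates 8 and 9 were in scan 4 with mLP-LP replicate 10, and the mLP-LP replicates 11 and 12 formed scan 5. Scans 1 and 2 were made on 1 day, scans 3 and 4 on another, and scan 5 on a day of its own. Across promoters, which are not independent of each other, Pearson's r between the log2 ratios of arrays from the same group and scan was 0.958 to 0.985. For arrays of the same group from different days, r was 0.910 to 0.927. Arrays of different groups within a scan had r of 0.920 to 0.983. Replicate 3 of the mCN-CN group had r of 0.917 and 0.919 with replicates 1 and 2, from the same day and another scan. For mLP-HP replicate 7 and replicates 8 and 9, also from 1 day and 2 scans, r was 0.972 and 0.973.

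**Figure D1:**
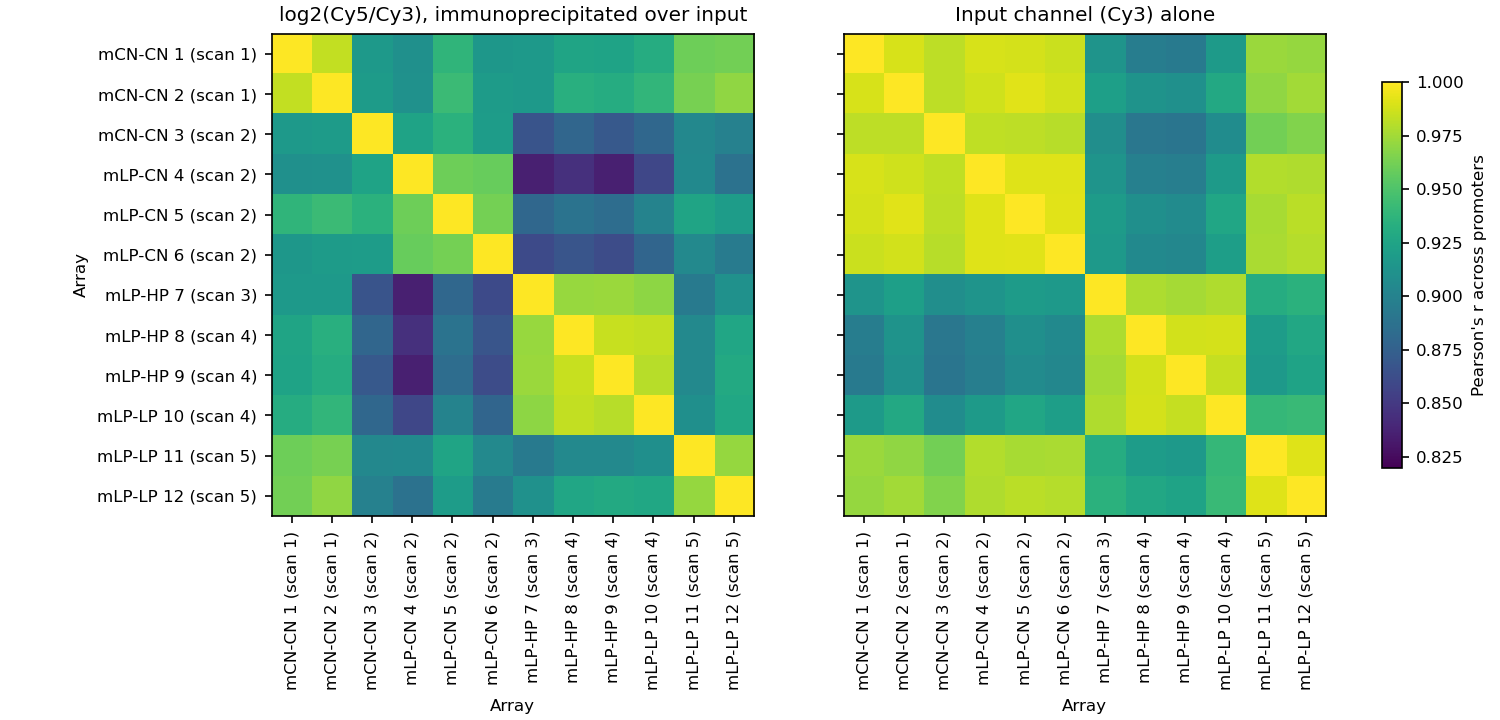
Pearson's r across 16055 promoters between each pair of the 12 arrays, for the log2 ratio of precipitated over input DNA (left) and for the input channel alone (right). Each row and column is an array, with its group, replicate number, and scan, and the color scale gives r, where a brighter color is a higher r. In the left panel, mLP-LP replicate 10 shares the bright block of the mLP-HP arrays with r of up to 0.983, and mCN-CN replicate 3 stands apart from mCN-CN replicates 1 and 2.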

First, the number of DMRs in each group was compared. Promoter regions were classified into three groups (high-CpG-density promoter, HCP; low-CpG-density promoter, LCP; and intermediate-CpG-density promoter, ICP) according to the CpG ratio, GC content, and length of the CpG-rich regions. HCPs are promoters containing a 500 bp interval from −0.7 kb to +0.2 kb with a (G + C) fraction ≥0.55 and a CpG observed-to-expected ratio (O/E) ≥ 0.6. An LCP is a promoter containing no 500 bp interval and a CpG O/E ≥ 0.4. ICPs are promoters that are neither HCPs nor LCPs. Compared with the mCN-CN group, 478 DMRs were hypermethylated and 576 were hypomethylated in the mLP-CN group (Table 1; Supplementary Figure S1). 

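In the smoothed log2 ratios, 4236 DMRs were hypermethylated and 4227 were hypomethylated in the mLP-CN group compared with the mCN-CN group, in 3786 and 3924 promoters. Without smoothing there were 756 and 604. The lowest numbers, 173 and 140, came from values without smoothing in regions where a group had a median log2 ratio of at least 0.3 and the arrays of the groups did not overlap, a combination chosen after the data were seen. The same 6 arrays were also split into 3 and 3 in the 9 other ways. Those splits gave between 8318 and 8579 DMRs, and the diet groups gave 8463. The windowed test sets each window against the rest of the same differences, so differences that are larger throughout give no larger total. The total therefore does not measure the size of a diet effect and cannot decide on one. Replicate 3 of the mCN-CN group set against replicates 1 and 2, which had the same diets, gave 8510. Counting only regions in which every array of one group lay above every array of the other, a separation that chance gives to 10% of unselected regions, left 1974 hypermethylated and 2258 hypomethylated DMRs. The other splits gave between 916 and 3101 such regions in total. The split with 3101 exchanged mCN-CN replicate 3 and mLP-CN replicate 5.
With limma, 183 promoters were higher and 359 were lower in the mLP-CN group at an adjusted p under 0.05, of 16055 tested. An unadjusted p under 0.05 was found for 3571. The maternal diet was given to dams, and the litter of each array is not named. Limma took the arrays as independent, so a difference between litters cannot be told apart from one of maternal diet. At most 7 promoters passed in any of the other splits. Each of those splits mixes arrays of both groups, so a difference between the groups widens its spread and lowers its count. Their counts therefore do not show what unchanged groups would give. The count for the diet groups depended on the processing. After loess normalization within each array, limma called 0 promoters, with 973 at an unadjusted p under 0.05, and with array weights it called 4374. Without mCN-CN replicate 3, 1953 promoters passed, and without mLP-CN replicate 6, 30 did. With the scan as a block, so that the mLP-CN arrays were compared with mCN-CN replicate 3 inside their common scan, 1857 passed, of which 303 were among the calls of the fit without the block.
The largest decrease was at chromosome 8, 115139408 to 115141098 (9 probes). Its mean log2 ratio was −0.28 ± 0.15 (SD, n = 3) in the mLP-CN group and 0.20 ± 0.20 (SD, n = 3) in the mCN-CN group. The difference was −0.49 (standard error 0.09, adjusted p = 0.01 from limma), and its adjusted p lay between 0.000168 and 0.996 over the alternatives in processing. At chromosome 11, 82552308 to 82553209 (5 probes), the mLP-CN group had −0.36 ± 0.12 and the mCN-CN group had 0.12 ± 0.15 (SD, n = 3). The difference was −0.48 (standard error 0.09, adjusted p = 0.0116 from limma). In both promoters every mLP-CN array lay below every mCN-CN array. A larger difference, at chromosome X, 1439832 to 1440246, came from 3 probes that were not well above background in either channel on any array, and no level is given for it.

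**Figure D2:**
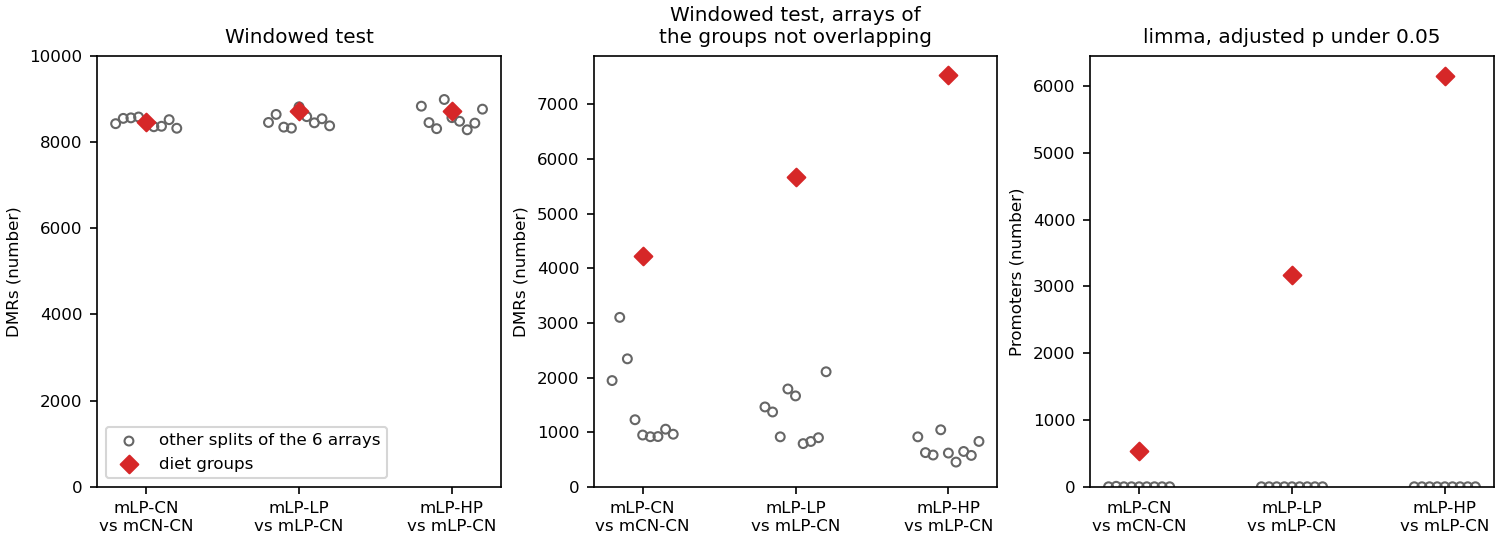
Number of DMRs from the windowed test (left), number of DMRs in which the arrays of the compared groups did not overlap (middle), and number of promoters with an adjusted p under 0.05 in limma (right), for each pair of diet groups. Red diamonds are the diet groups and open circles are the 9 other splits of the same 6 arrays. Each open circle mixes arrays of both groups, which lowers its limma count where the groups differ. In the left panel the circles of the maternal comparison lie between 8318 and 8579, around its diamond at 8463, and in the right panel they lie between 0 and 7, below its diamond at 542.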

Compared to the mLP-CN group, 697 DMRs were hypermethylated and 405 were hypomethylated in the mLP-LP group, while 927 hypermethylated DMRs and 366 hypomethylated DMRs were obtained in the mLP-HP group vs. the mLP-CN group (Table 1; Supplementary Figure S1).

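Compared with the mLP-CN group, 4338 DMRs were hypermethylated and 4370 were hypomethylated in the mLP-LP group, and 4350 and 4366 in the mLP-HP group. The other splits of the arrays gave between 8321 and 8815 DMRs for the first comparison, with 8708 for the diet groups, and between 8282 and 8985 for the second, with 8716 for the diet groups. Hypermethylated DMRs made up 62.2% and 67.2% of the totals when a region also needed a median log2 ratio of at least 0.3 in 1 of the groups, which left 1822 and 1106 DMRs for mLP-LP and 2254 and 1102 for mLP-HP. Regions whose arrays did not overlap between the groups numbered 5664 for mLP-LP and 7536 for mLP-HP. No other split of the same arrays exceeded 2105 and 1043 such regions.
In limma, 1897 promoters were higher and 1272 were lower in the mLP-LP group than in the mLP-CN group, and 3412 were higher and 2735 were lower in the mLP-HP group. The other splits gave 0 promoters for either diet in limma, with at most 1510 and 625 at an unadjusted p under 0.05. As they mix arrays of both groups, a difference between the groups, of diet or scan, lowers their counts. The arrays of the groups did not overlap in 35.8% of promoters for mLP-LP and in 56.4% for mLP-HP, where chance gives 10%. No mLP-LP or mLP-HP array shared a scan with an mLP-CN array, and the scan could enter only as a random block. The counts were then 56 for mLP-LP and 1556 for mLP-HP. Loess normalization within each array left 1 and 865. Between the mLP-HP and mLP-LP groups limma called 0 promoters, with 3150 at an unadjusted p under 0.05, 0 with the scan as a block (412 unadjusted), and 0 with the scan as a random block (959 unadjusted). It called 3449 once mLP-LP replicate 10 was left out, which is the only mLP-LP array in a scan or on a day with mLP-HP arrays, so that the diets then came from different days.
At chromosome 7, 10466534 to 10467087 (3 probes), the mean log2 ratio was −0.62 ± 0.12 in the mLP-CN group, 0.10 ± 0.25 in the mLP-LP group, and 0.31 ± 0.11 in the mLP-HP group (SD, n = 3 each). Limma gave differences of 0.72 (standard error 0.13, adjusted p = 0.00233) and 0.94 (standard error 0.13, adjusted p = 0.000105). With the scan as a random block, the adjusted p from limma was 0.0729 for mLP-LP, past the threshold no longer, and 0.0119 for mLP-HP. In the mCN-CN group the same promoter was at 0.07 and 0.06 in replicates 1 and 2 and at −0.56 in replicate 3, which was scanned with the mLP-CN arrays. At chromosome 9, 104276607 to 104278076 (5 probes), the mLP-LP group had −0.55 ± 0.13 and the mLP-CN group had −1.22 ± 0.06 (SD, n = 3), a difference of 0.67 (standard error 0.09, adjusted p = 0.000442 from limma). Here too mCN-CN replicate 3 (−1.24) lay near the mLP-CN arrays of its scan, and replicates 1 and 2 were at −0.79 and −0.85. At chromosome 16, 80650434 to 80650789 (3 probes), the mLP-HP group had 0.14 ± 0.04 and the mLP-CN group had −0.66 ± 0.07 (SD, n = 3), a difference of 0.80 (standard error 0.09, adjusted p = 2.84e-05 from limma). The last of these passed the threshold under each of the 18 settings tried for it. After loess within each array, its difference was 0.23 (adjusted p = 0.0412 from limma). At this promoter mLP-LP replicate 10, from a scan with mLP-HP arrays, was at −0.01, and replicates 11 and 12 were at −0.48 and −0.22.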

**Table 1:** Number of differentially methylated CpG sites of promoter regions in the kidney for comparisons between treatment groups.

Comparison	All regions	HCP	ICP	LCP
mLP-CN vs. mCN-CN				
Hypermethylated DMRs	478	280	129	69
Hypomethylated DMRs	576	264	152	160
Total DMRs	1,054	544	281	229
mLP-LP vs. mLP-CN				
Hypermethylated DMRs	697	408	172	117
Hypomethylated DMRs	405	188	124	93
Total DMRs	1,102	596	296	210
mLP-HP vs. mLP-CN				
Hypermethylated DMRs	927	486	233	208
Hypomethylated DMRs	366	162	107	97
Total DMRs	1,293	648	340	305

DMRs were classified into three categories—high-CpG-density promoter (HCP), low-CpG-density promoter (LCP), and intermediate-CpG-density promoter (ICP)—according to the CpG ratio, GC content, and length of CpG-rich regions. DMR, differentially methylated gene region; mLP-CN, maternal low-protein diet and control diet in offspring; mCN-CN, maternal control diet and control diet in offspring; mLP-LP, maternal low-protein diet and low-protein diet in offspring; mLP-HP, maternal low-protein diet and high-protein diet in offspring.

### 3.2. Pathway analysis of genes in the vicinity of DMRs altered by maternal protein restriction

In the comparison of mLP-CN vs. mCN-CN, the top five signaling pathways with highest enrichment scores for the hypermethylated genes were synaptic vesicle cycle; alanine, aspartate, and glutamate metabolism; RNA transport; mitogen-activated protein kinase (MAPK) signaling pathway; and oxidative phosphorylation (Figure 2A). As a counterpart, hypomethylated genes were enriched in basal cell carcinoma, breast cancer, gastric cancer, neurotrophin signaling pathway, and glycosaminoglycan biosynthesis (Figure 2B). Next, Gene Ontology (GO) analysis of enriched biological process and molecular function terms was performed. As shown in Figures 2C,D, at the biological process level, the identified hypermethylated genes were mainly associated with various metabolic processes, whereas the hypomethylated genes were mainly involved in processes related to cellular progress regulation. As shown in Figures 2E,F, at the molecular function level, hypermethylated genes were mainly involved in molecular binding functions and catalytic activity, whereas the hypomethylated genes were mainly involved in disturbed protein binding functions.

**Figure 2:**
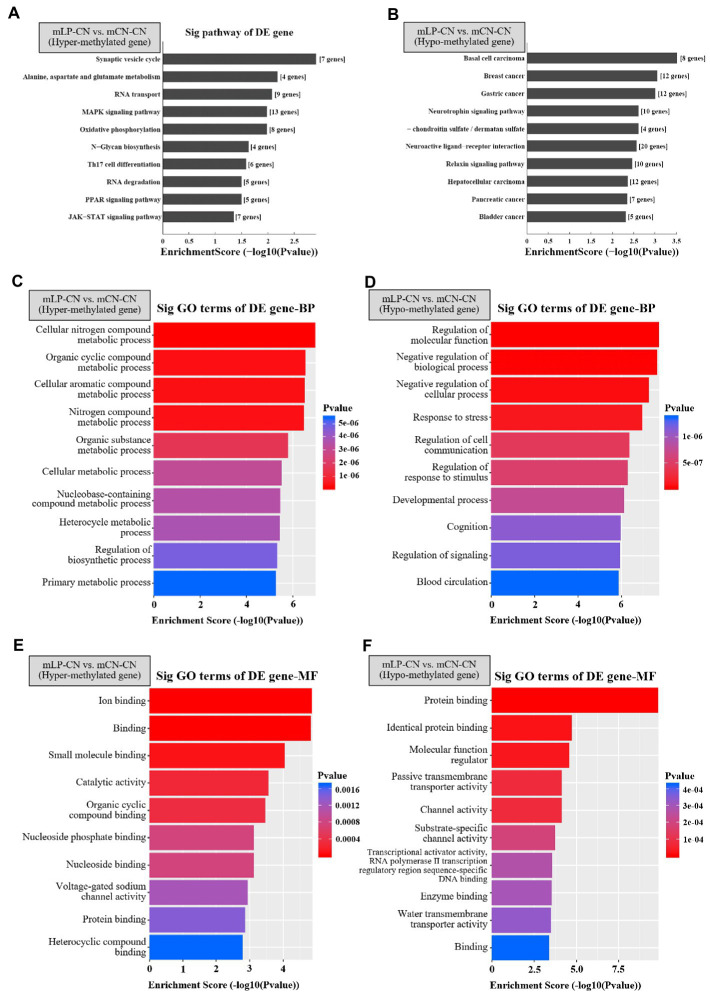
Top 10 signaling pathways of differentially expressed genes detected by methylation arrays in the kidney. Top pathways enriched in **(A)** hypermethylated or **(B)** hypomethylated genes in the mLP-CN group compared to the mCN-CN group are shown. Gene ontology of differentially expressed hypermethylated genes due to maternal low-protein intake for **(C)** biological process (BP) and **(E)** molecular function (MF) terms. Gene ontology of differentially expressed hypermethylated genes due to maternal low protein intake for **(D)** BP and **(F)** MF terms. Ten top gene ontology terms are shown. *p* < 0.05 was considered significant and –log10(*p* value) was calculated as the Enrichment Score. Sig, signaling; DE, differential expression; GO, gene ontology; BP, biological process; MF, molecular function; mLP-CN, maternal low-protein diet and control diet in offspring; mCN-CN, maternal control diet and control diet in offspring.

### 3.3. Effect of postnatal protein intake on genes with altered DNA methylation status due to maternal protein restriction

Focusing on the pathways described in the previous section that possibly affect renal function and gene expression regulation, we examined whether genes with altered DNA methylation status due to maternal protein restriction could be reset by postnatal dietary protein correction. 

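Resetting was examined here across all promoters, without gene names or pathways. It was counted where a promoter held DMRs of opposite direction in the maternal comparison (mLP-CN vs. mCN-CN) and in a postnatal comparison (mLP-LP or mLP-HP vs. mLP-CN). The opposite DMRs needed to lie in the same promoter and could cover different probes of it. Both comparisons use the mLP-CN arrays, once as the first group and once as the second, so chance deviations of those arrays appear with opposite signs. To measure this, 100 sets of unchanged groups were simulated from the deviations of the arrays from their group means. Across 16055 promoters, which are not independent of each other, the maternal and the postnatal difference had Pearson's r of −0.794 for mLP-LP and −0.661 for mLP-HP. In the simulated unchanged groups, r had a median of −0.530 and ranged from −0.838 to 0.0987.
The mLP-CN arrays were next divided so that no array entered both differences. As a mean over the ways of dividing them, Pearson's r was then −0.595 for mLP-LP and −0.513 for mLP-HP. Single divisions ran from −0.636 to −0.543 for mLP-LP and from −0.591 to −0.449 for mLP-HP. The simulated values ranged from −0.517 to 0.526 around a median of 0.0073. Each of them came from 1 division and not from a mean, so they are to be set beside the single divisions. With mCN-CN replicate 1 or replicate 2 as the only control array, r was −0.625 and −0.665 for mLP-LP and −0.517 and −0.543 for mLP-HP. With replicate 3, which shared the scan of the mLP-CN arrays, r was −0.205 and −0.230. After loess normalization within each array, r with no array shared was −0.134 for mLP-LP and 0.0312 for mLP-HP, so that its sign changed for mLP-HP.

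**Figure D3:**
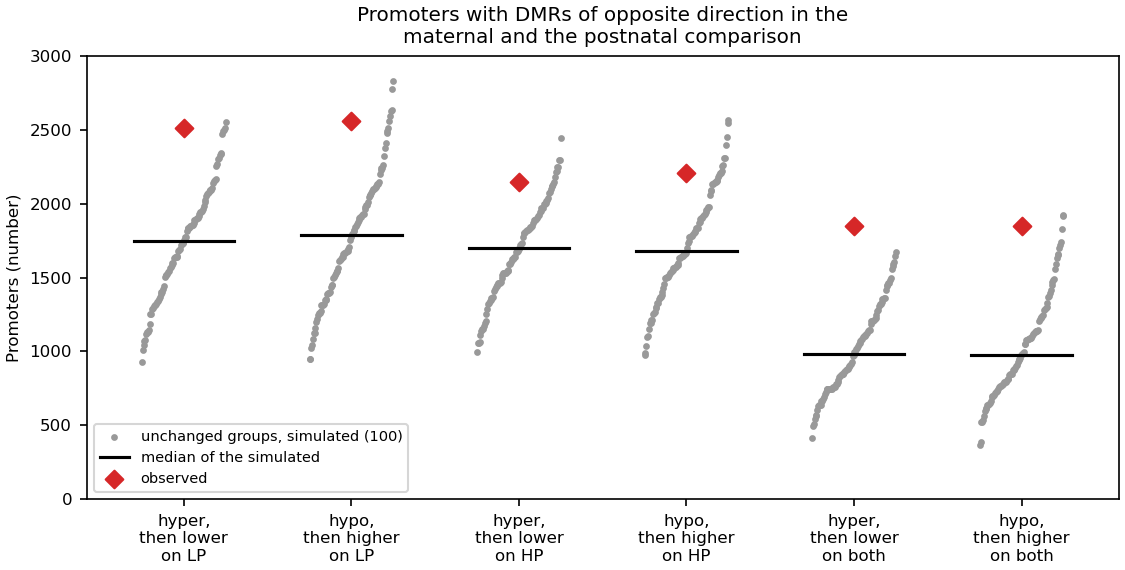
Number of promoters with DMRs of opposite direction in the maternal and the postnatal comparison, by direction and postnatal diet. Red diamonds are the observed numbers, gray points are 100 simulated sets of unchanged groups that share arrays in the same way, and black lines are the simulated medians. For promoters reset on the LP diet the diamonds lie at 2512 and 2562 and the black lines at 1746 and 1784.5, so that most of each observed number was also present in unchanged groups.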

Among the genes that were altered to a hypermethylated state due to low maternal protein intake, *Ddx3x* (encoding the ATP-dependent RNA helicase DDX3X), *Ivd* (encoding mitochondrial isovaleryl-CoA dehydrogenase), *Pcgf6* (encoding polycomb group RING finger protein 6), *S100g* (encoding protein S100-G), and *Xrcc2* (encoding the DNA repair protein XRCC2) were identified as genes whose methylation status was reset by both low- and high-protein diets after birth. In addition, 11 genes were reset with a low-protein diet after birth, including *Adora2b* (adenosine receptor A2b) and *Aplf* (aprataxin and PNK-like factor), whereas genes reset by only a high-protein diet after birth included *Ar* (androgen receptor) and *Csf3* (granulocyte colony-stimulating factor) (Table 2).

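Of the promoters with a hypermethylated DMR in the mLP-CN group, 2512 had a hypomethylated DMR in the mLP-LP group and 2147 in the mLP-HP group. The simulated unchanged groups gave medians of 1746 (range 931 to 2549) and 1697.5 (range 998 to 2441). As many promoters were found in 1 of the 100 simulations for the LP diet and in 8 for the HP diet. Both diets together reset 1851 promoters, against a simulated median of 984.5 and a highest simulated value of 1672. Without smoothing, 307 promoters were reset on the LP diet and 243 on the HP diet.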

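The number of hypermethylated promoters with a DMR of opposite direction on the LP diet alone was 661, close to the simulated median of 709 for unchanged groups, and 61 of the 100 simulations gave as many. On the HP diet alone there were 296, and 99 of the simulations gave as many, with a median of 620.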

**Table 2:** DNA methylation status in the kidney for genes that were altered to a hyper- or hypo-methylated state due to low maternal protein intake and reset by differences in dietary protein intake after birth.

Pathway/Gene ontology term	Gene symbol	Name	Promoter_Classification	Chromosome	PeakDMvalue		
					mLP-CN/ mCN-CN	mLP-LP/ mLP-CN	mLP-HP/ mLP-CN
Reset by both low- and high-protein diets after birth (Hypermethylated state)							
Cellular nitrogen compound metabolic process (BP)/ion binding (MF)/transcription factor binding (MF)	*Ddx3x*	ATP-dependent RNA helicase DDX3X	HCP	chrX	0.12	−0.29	−0.43
Ion binding (MF)	*Ivd*	Isovaleryl-CoA dehydrogenase, mitochondrial	ICP	chr3	0.21	−0.17	−0.54
Cellular nitrogen compound metabolic process (BP)/ion binding (MF)	*Pcgf6*	Polycomb group RING finger protein 6	HCP	chr1	0.28	−0.28	−0.36
ion binding (MF)	*S100g*	Protein S100-G	LCP	chrX	0.21	−0.44	−0.85
Cellular nitrogen compound metabolic process (BP)/ion binding (MF)	*Xrcc2*	DNA repair protein XRCC2	HCP	chr4	0.27	−0.42	−0.46
Reset by only low-protein diets after birth (Hypermethylated state)							
Cellular nitrogen compound metabolic process (BP)	*Adora* *2B*	Adenosine receptor A2b	HCP	chr10	0.34	−0.18	–
Cellular nitrogen compound metabolic process (BP)	*Aplf*	Aprataxin and PNK-like factor	ICP	chr4	0.22	−0.38	–
Cellular nitrogen compound metabolic process (BP)/ion binding (MF)	*Ddx10*	probable ATP-dependent RNA helicase DDX10	HCP	chr8	0.25	−0.31	–
Ion binding (MF)	*Gem*	GTP binding protein	HCP	chr5	0.46	−0.10	–
Cellular nitrogen compound metabolic process (BP)	*Hoxb7*	Homeobox protein Hox-B7	ICP	chr10	0.38	−0.47	–
ion binding (MF)	*Isca1*	Iron–sulfur cluster assembly 1 homolog	HCP	chr17	0.20	−0.28	–
MAPK signaling/cellular nitrogen compound metabolic process (BP)/ion binding (MF)/transcription factor binding (MF)	*Mapk* *14*	Mitogen-activated protein kinase 14	HCP	chr20	0.33	−0.16	–
Cellular nitrogen compound metabolic process (BP)/transcription factor binding (MF)	*Nbn*	Nibrin	HCP	chr5	0.27	−0.16	–
Oxidative phosphorylation/cellular nitrogen compound metabolic process (BP)	*Ndufa* *10*	NADH dehydrogenase [ubiquinone] 1 alpha	HCP	chr9	0.22	−0.21	–
Cellular nitrogen compound metabolic process (BP)	*Ndufa* *10 l1*	NADH dehydrogenase (ubiquinone) 1 alpha	HCP	chr9	0.22	−0.21	–
Ion binding (MF)	*Trpc5*	Short transient receptor potential channel 5	LCP	chrX	0.47	−0.31	–
Reset by only high-protein diets after birth (Hypermethylated state)							
Cellular nitrogen compound metabolic process (BP)/transcription factor binding (MF)	*Ar*	Androgen receptor	LCP	chrX	0.22	–	−0.36
JAK–STAT signaling/cellular nitrogen compound metabolic process (BP)	*Csf3*	Granulocyte colony-stimulating factor	LCP	chr10	0.26	–	−0.36
Reset by both low- and high-protein diets after birth (Hypomethylated state)							
Blood circulation (BP)/developmental process (BP)/response to stress (BP)	*Atp1b1*	Sodium/potassium-transporting ATPase subunit	HCP	ch13	−0.28	0.31	0.56
Regulation of signaling (BP)	*Ly6g6d*	Lymphocyte antigen 6 complex locus protein G6D	ICP	chr20	−0.28	0.15	0.28
Reset by only low-protein diets after birth (Hypomethylated state)							
Channel activity (MF)/developmental process (BP)/regulation of signaling (BP)/response to stress (BP)	*Bax*	Apoptosis regulator BAX	HCP	chr1	−0.27	0.43	–
Channel activity (MF)/regulation of signaling (BP)/response to stress (BP)	*Chrna4*	Neuronal acetylcholine receptor subunit alpha-4	HCP	chr3	−0.20	0.23	–
Developmental process (BP)/regulation of signaling (BP)	*Dll4*	Delta-like protein 4	ICP	chr3	−0.33	0.36	–
Developmental process (BP)/regulation of signaling (BP)/response to stress (BP)	*Lmna*	Prelamin-A/C isoform C2	ICP	chr2	−0.31	0.38	–
Developmental process (BP)	*Mafk*	Transcription factor MAFK	HCP	chr12	−0.24	0.26	–
Developmental process (BP)	*Neu1*	Sialidase-1 precursor	ICP	chr20	−0.38	0.22	–
Developmental process (BP)/response to stress (BP)	*Nfatc2*	Nuclear factor of activated T-cells, cytoplasmic	LCP	chr3	−0.39	0.47	–
Developmental process (BP)/response to stress (BP)	*Plg*	Plasminogen	LCP	chr1	−0.31	0.26	–
Developmental process (BP)/regulation of signaling (BP)/response to stress (BP)	*Vgf*	Neurosecretory protein VGF precursor	HCP	chr12	−0.33	0.35	–
Developmental process (BP)/regulation of signaling (BP)/response to stress (BP)	*Wnt5b*	Wingless-related MMTV integration site5B	LCP	chr4	−0.28	0.16	–
Reset by only high-protein diets after birth (Hypomethylated state)							
Blood circulation (BP)/developmental process (BP)/regulation of signaling (BP)	*Casq2*	Calsequestrin-2 precursor	LCP	chr2	−0.31	–	0.44
Developmental process (BP)	*Eif5a*	Eukaryotic translation initiation factor 5A-1	HCP	chr10	−0.31	–	0.38
Developmental process (BP)/regulation of signaling (BP)/response to stress (BP)	*Mapt*	Microtubule-associated protein tau	HCP	chr10	0.24	–	0.36
Developmental process (BP)	*Sp7*	Transcription factor SP7 isoform 2	LCP	chr7	0.30	–	0.52

mLP-CN, maternal low-protein diet and control diet in offspring; mCN-CN, maternal control diet and control diet in offspring; mLP-LP, maternal low-protein diet and low-protein diet in offspring; mLP-HP, maternal low-protein diet and high-protein diet in offspring; HCP, high-CpG-density promoter; LCP, low-CpG-density promoter; ICP, intermediate-CpG-density promoter. 

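As a counterpart of the PeakDMvalue, the median difference between groups in the smoothed log2 ratio was taken over the probes of each region. Over hypermethylated regions of the mLP-CN group compared with the mCN-CN group, it had a median of 0.18 (quartiles 0.12 and 0.24), and over hypomethylated regions a median of −0.20 (quartiles −0.26 and −0.14). The medians were 0.25 and −0.23 for the mLP-LP group and 0.34 and −0.31 for the mLP-HP group, each compared with the mLP-CN group. Regions of the maternal comparison held a median of 5 probes over 707.5 bp when hypermethylated and 4 probes over 681 bp when hypomethylated.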

PeakDMvalue is the median log2-ratio from probes within the peak. A positive PeakDMvalue means high methylation and a negative value means low methylation. The area indicated by “–” represents no variation. For the genes in the table, the PeakDMvalue of the mLP-LP and mLP-HP groups did not vary compared to the mCN-CN group (data not shown).

In contrast, among the genes altered to a hypomethylated state due to maternal low-protein intake, *Atp1b1* (sodium/potassium-transporting ATPase subunit) and *Ly6g6d* (lymphocyte antigen 6 complex locus protein G6d) were identified to have a reset methylation status by both low- and high-protein diets after birth (Table 2). 

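In the opposite direction, 2562 promoters with a hypomethylated DMR in the mLP-CN group had a hypermethylated DMR in the mLP-LP group, and 2208 had one in the mLP-HP group. The simulated unchanged groups gave medians of 1784.5 (range 946 to 2828) and 1682.5 (range 979 to 2566), and 5 and 9 of the 100 simulations reached the observed numbers. For both diets together there were 1850 promoters, where the simulations had a median of 979 and 2 of them gave as many. Unsmoothed values gave 227 promoters on the LP diet and 181 on the HP diet.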

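Among promoters that were hypomethylated in the mLP-CN group, 712 had a hypermethylated DMR only on the LP diet and 358 only on the HP diet. The simulated medians for unchanged groups were 721 and 612.5. Of the 100 simulations, 50 gave at least as many promoters on the LP diet alone and 94 on the HP diet alone.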

There were 10 genes reset by only a low-protein diet after birth (Table 2), including *Bax* (encoding the apoptosis regulator BAX) and *Chrna4* (encoding the neuronal acetylcholine receptor subunit alpha-4), whereas the genes reset by only a high-protein diet after birth included *Casq2* (calsequestrin-2 precursor), *Eif5a* (eukaryotic translation initiation factor 5A-1), *Mapt* (microtubule-associated protein tau), and *Sp7* (the transcription factor Sp7 isoform 2) (Table 2). For these genes whose hyper- or hypomethylated status was reset, the PeakDMvalue of the mLP-LP and mLP-HP groups did not vary compared to the mCN-CN group (data not shown).

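In limma, 461 of the 542 promoters that differed between the mLP-CN and mCN-CN groups differed in the opposite direction between the mLP-LP and mLP-CN groups, and 450 did so for mLP-HP. Both comparisons use the mLP-CN arrays, so that promoters called in one tend to lie in the opposite direction in the other, and these limma counts were not set beside unchanged groups. Among those with opposite calls, 0 also differed from the mCN-CN group on the LP diet and 48 did on the HP diet. Over all promoters, limma called 1 between the mLP-LP and mCN-CN groups, with 1883 at an unadjusted p under 0.05. In the promoters with opposite DMRs, the median difference from the mCN-CN group was −0.04 and 0.03 on the LP diet and −0.09 and 0.09 on the HP diet, for those first hypermethylated and first hypomethylated. In the same order, 48.6% and 52.3% on the LP diet and 54.2% and 58.9% on the HP diet carried a DMR against the mCN-CN group. These shares decide little, since the windowed test called 43.2% of unchanged promoters in simulated data for mLP-CN vs. mCN-CN. Against the mCN-CN group, limma called 0 and 0 of these promoters on the LP diet and 334 and 417 on the HP diet. The statement in the paper concerns the genes of Table 2, which were not analysed here by name.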

## 4. Discussion

Maternal protein restriction hampers the health of offspring, causing long-lasting impacts by manipulating the descendent epigenome. In the present study, we investigated whether postnatal protein intake could remedy this situation at the methylation level.

We administered three diets to the pups of SHRSP rats under a state of dietary protein restriction during pregnancy: a CN diet with an “adequate” protein content, which is equivalent to the control condition; a low-protein diet to mimic a “continued restricted” protein content condition, representing a state of intergenerational undernutrition; and a high-protein diet to validate whether there could be an “excess compensation” effect. We therefore conducted three comparisons using methylome analyses, and found that postnatal CN remedy after maternal protein restriction still resulted in 1,054 DMRs compared with the state of non-protein deficiency throughout the study (mLP-CN vs. mCN-CN); however, cross-generation protein deficiency (mLP-LP) resulted in 1,102 DMRs in mLP-LP compared to the mLP-CN condition. Excessive protein also resulted in an altered methylated profile in the offspring. These results demonstrated that DNA methylation status in renal tissue is influenced by not only maternal nutrition but also postnatal nutritional status.

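The size of the differences can be set beside the spread between arrays of one diet. The SD over probes of the smoothed difference was 0.17 for mLP-CN vs. mCN-CN, 0.22 for mLP-LP vs. mLP-CN, 0.29 for mLP-HP vs. mLP-CN, and 0.18 for mLP-HP vs. mLP-LP. Replicate 3 of the mCN-CN group differed from replicates 1 and 2, which came from another scan, with an SD of 0.24, and mLP-LP replicate 10 from replicates 11 and 12 with an SD of 0.25. Against the other 2 arrays of their group, mCN-CN replicates 1 and 2 each gave an SD of 0.15, and mLP-LP replicates 11 and 12 gave 0.18 and 0.15. An array of the mLP-CN group differed from the other 2 with an SD of 0.14 to 0.15, and an array of the mLP-HP group with an SD of 0.11 to 0.14. Within their common scan, the mLP-CN arrays differed from mCN-CN replicate 3 with an SD of 0.21. From mCN-CN replicates 1 and 2 of the other scan they differed with a similar SD of 0.20. Set against mLP-HP replicates 8 and 9 of its own scan, mLP-LP replicate 10 gave an SD of 0.11. Differences of 1 array from 2 vary more by chance than differences of 3 from 3. The paper set one comparison for the maternal diet, with the postnatal diet held at CN, beside comparisons for the LP and HP postnatal diets after the same maternal diet. From the DMRs found in each of them, the paper concludes that both maternal and postnatal nutrition influence renal DNA methylation.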

The methylated states of several genes that play important roles in renal disease and blood pressure regulation were found to be reset by postnatal low- or high-protein intake. Among them, postnatal high-protein administration reset the methylated states of *Atp1b1*, encoding an Na^+^/K^+^-ATPase as an important factor for blood pressure regulation because it reabsorbs sodium in the renal tubules (22–24). Polymorphisms of *Atp1b1* have been associated with blood pressure (22). The postnatal high-protein condition also reset the methylation status of *Xrcc2*, a key gene in the DNA repair process (25), and *Ar*, which plays a role in renal sodium and calcium excretion and in maintaining blood pressure (26). As AR is closely related to blood pressure regulation and has been reported to affect Enac-α expression (27, 28), it is possible that the *Ar* gene was hypermethylated upon low maternal protein intake and reset by a high-protein diet after birth may influence blood pressure in the offspring. For *Atp1b1* and *Xrcc2*, methylation was also reset by postnatal low-protein intake. This result is contrary to our expectation, and the mechanism of methylation resetting by both postnatal low- and high-protein intake should be investigated in the future. Interestingly, *Adora2b*, which mediates renal AMP-activated protein kinase (AMPK) activation (29), and *Trpc5*, whose abnormal expression was suggested to interfere with progressive kidney diseases (30), were subsequently altered at the methylation level due to postnatal protein restriction. Signaling pathways involving the adenosine receptor encoded by *Adora2b* have been reported to exert protective effects during acute kidney injury by inhibiting neutrophil-dependent tumor necrosis factor-alpha release (31). In addition, among the transient receptor potential (TRP) channels, short transient receptor potential channel 5 (TRPC5) has been identified as a cause of erythropoietin-induced hypertension in patients with chronic kidney disease (32). Therefore, alterations in DNA methylation and the reprogramming of this gene promoter region may play an important role in blood pressure regulation. The above genes may be crucial in the reprogramming progress. Thus, further studies using gene-editing techniques such as epigenome editing mice are encouraged to validate this hypothesis and explore the detailed mechanisms.

The top pathways enriched with the hypermethylated DMRs upon maternal protein restriction that may affect renal function included the MAPK, oxidative phosphorylation, PPAR, and JAK–STAT signaling pathways. RNA transport and degradation, which may affect gene expression, were also identified as top pathways. Although the specific activated/inhibited status of the indicated pathways requires further investigation, some of the factors involved in transcription or translation that affect associated gene expression may contain epigenetic markers. GO enrichment analysis revealed that the hypermethylated genes were mainly associated with voltage-gated sodium channel activity. This is consistent with previous studies demonstrating that *Ptger1*, a gene related to sodium retention in the kidney, can be reprogrammed by postnatal nutritional interventions (17). Conversely, the results of pathway and GO enrichment analyses showed that many hypomethylated DMRs due to maternal protein restriction were related to cancer, with only a few related to renal function. However, genes related to blood circulation, channel activity, and transcriptional activator activity, along with RNA polymerase II transcription regulatory region sequence-specific genes, may be associated with renal disease and gene expression regulation.

Several studies have suggested that an inappropriate nutritional environment for the mother during pregnancy increases the risk of disease development in the offspring. Our previous studies showed that offspring born to mothers who ingested a low-protein diet during pregnancy had an increased risk of salt-sensitive hypertension after birth, which was also associated with a shorter lifespan (33, 34). This result suggests that pregnant women should be aware of the importance of consuming an appropriate amount of protein during pregnancy. However, although pregnant women and their families need to obtain proper nutritional guidance, excessive interference with an expectant mother is not recommended, because pregnancy is physically and mentally demanding, food preferences and dietary intake change compared to pre-pregnancy states, and medication and supplementation during pregnancy are difficult. In addition, knowledge of appropriate nutrition during pregnancy is insufficient to prevent and treat people born with a predisposition to developing a disease. Although the approach suggested in many previous studies is to ameliorate the risk of disease in the offspring through improving the nutritional environment during pregnancy and lactation, we could propose that the postnatal nutritional environment is a novel and reasonable approach to prevent salt-sensitive hypertension.

A limitation of this study is that individual changes in expression at the gene and protein levels were not examined as we focused on DNA methylation. In addition, we did not examine whether the changes in DNA methylation status revealed in this study affect the development of salt-sensitive hypertension. Investigation of these changes would lead to a more accurate understanding of the epigenetic effects of the pregnancy and postnatal nutritional environment on offspring. Moreover, while a comprehensive examination using DNA methylation arrays was conducted, further examination of the DMRs considered in this analysis should be conducted through other methods, such as pyrosequencing. Since our previous study reported that maternal protein restriction could increase salt-sensitive blood pressure in male offspring (33, 34), we used only male offspring in the present study to elucidate the mechanism. However, future studies should also examine this mechanism in female offspring.

## 5. Conclusion

In this study, we showed that postnatal dietary protein supplementation may contribute to the reprogramming of an abnormal DNA methylation status caused by maternal malnutrition. Our results provide potential epigenetic targets for the treatment and prevention of hypertension caused by low maternal protein intake and offer a foundation for prevention strategies involving postnatal protein feeding.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE215182.

## Ethics statement

The animal study was reviewed and approved by the Animal Usage Committee of the Graduate School of Agricultural and Life Sciences, University of Tokyo.

## Author contributions

HK, HJ, and MM: conceptualization. MM and HJ: methodology. MM, XL, and KF: formal analysis. CA and SM: writing—original draft preparation. HJ and HK: writing—review and editing. All authors have read and agreed to the published version of the manuscript.

## Funding

This work was funded in part by a Grant-in-Aid (17H03815) from the Japan Society for the Promotion of Science.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Postnatal nutrition environment reprograms renal DNA methylation patterns in offspring of maternal protein-restricted stroke-prone spontaneously hypertensive rats
**Source:** Front Nutr. 2023 Apr 13;10:1134955. doi: 10.3389/fnut.2023.1134955
**Supplement:** Supplementary file 1

Supplementary Material

# DNA Methylation Array Methods

## Immunoprecipitation

Sonicated genomic DNA (1 μg) was used for immunoprecipitation with a mouse monoclonal anti-5-methylcytosine antibody (Diagenode). The DNA was heat-denatured at 94 °C for 10 min, rapidly cooled on ice, and immunoprecipitated with 1 μL primary antibody overnight at 4 °C with rocking agitation in 400 μL immunoprecipitation buffer (0.5% bovine serum albumin in phosphate-buffered saline). To recover the immunoprecipitated DNA fragments, 200 μL of anti-mouse IgG magnetic beads were added and incubated for an additional 2 hours at 4 °C with agitation. After immunoprecipitation, a total of five immunoprecipitation washes were performed with ice-cold immunoprecipitation buffer. Washed beads were resuspended in TE buffer with 0.25% sodium dodecyl sulfate and 0.25 mg/mL proteinase K for 2 h at 65 °C and then allowed to cool down to room temperature. MeDIP DNA was purified using Qiagen MinElute columns (Qiagen).

## Whole- Genome Amplification (WGA)

The MeDIP-enriched DNA was amplified using a WGA kit from Sigma-Aldrich (GenomePlex® Complete Whole Genome Amplification (WGA2) kit). The amplified DNA samples were then purified with QIAquick PCR purification kit (Qiagen). The purified DNA was quantified using a NanoDrop ND-1000 spectrophotometer. For DNA labelling, the NimbleGen Dual-Color DNA Labeling Kit was used according to the manufacturer’s guidelines detailed in the NimbleGen MeDIP-chip protocol (NimbleGen Systems, Inc., Madison, WI, USA).

# Supplementary Figures and Tables

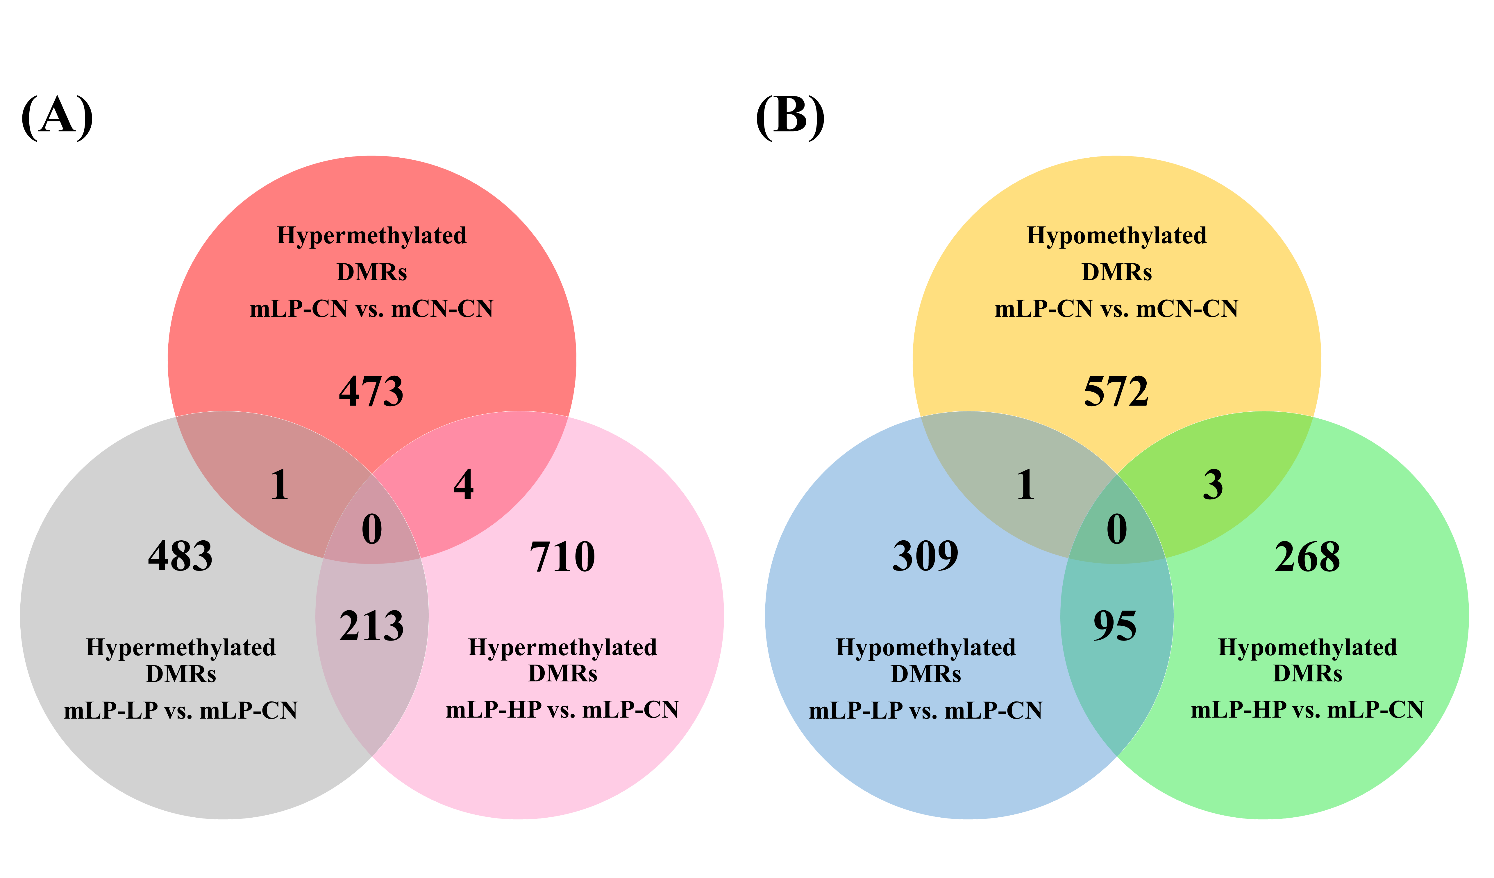

**Supplementary Figure S1.** Venn diagrams of the number differentially methylated CpG sites of promoter regions in the kidney for comparisons between treatment groups. (A) shows the number of hypermethylated DMRs (mLP-CN vs. mCN-CN) in the red circle, hypermethylated DMRs (mLP-LP vs. mLP-CN) in the gray circle and hypermethylated DMRs (mLP-HP vs. mLP-CN) in the pink circle. (B) shows the number of hypomethylated DMRs (mLP-CN vs. mCN-CN) in the yellow circle, hypomethylated DMRs (mLP-LP vs. mLP-CN) in the blue circle and hypomethylated DMRs (mLP-HP vs. mLP-CN) in the green circle.

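On promoters, 2735 had a hypermethylated DMR in both the mLP-LP and the mLP-HP group compared with the mLP-CN group, out of 4076 and 4085. As both comparisons use the same mLP-CN arrays, unchanged groups also overlap, and the 100 simulations gave a median of 1823 and a range of 822 to 2766, with 1 simulation as large as the observed overlap. Hypermethylated DMRs of the maternal comparison lay in 241 of the promoters hypermethylated in the mLP-LP group and in 325 of those in the mLP-HP group. The simulated medians were 542 (range 288 to 1269) and 579.5 (range 325 to 1082). The overlap for mLP-LP thus lay below every simulation, and that for mLP-HP equalled the lowest.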

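For hypomethylated DMRs, 2628 promoters were shared by the mLP-LP and mLP-HP groups, each compared with the mLP-CN group, out of 3902 and 3896. The highest of the 100 simulations of unchanged groups reached 2593 shared promoters, and their median was 1748.5. Promoters that were hypomethylated in the maternal comparison and again on a postnatal diet numbered 254 for mLP-LP and 374 for mLP-HP. The simulated medians were 524.5 (range 265 to 1166) and 564.5 (range 333 to 1134). The overlap for mLP-LP lay below every simulation, and that for mLP-HP lay within the range.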

Abbreviations: DMR, differentially methylated gene region; mLP-CN, maternal low-protein diet and control diet in offspring; mCN-CN, maternal control diet and control diet in offspring; mLP-LP, maternal low-protein diet and low-protein diet in offspring; mLP-HP, maternal low-protein diet and high-protein diet in offspring.

**Supplementary Table S1.** Feed composition.

| **Component (%)** | **Control diet**  **(20% Casein)** | **Low-protein diet**  **(9% Casein)** | **High-protein diet**  **(40% Casein)** |
| --- | --- | --- | --- |
| Casein | 20.0 | 9.0 | 40.0 |
| Corn starch | 66.8 | 77.8 | 46.8 |
| dl-Methionine | 0.2 | 0.2 | 0.2 |
| Soybean oil | 5.0 | 5.0 | 5.0 |
| Vitamin mixture * | 1.0 | 1.0 | 1.0 |
| Mineral mixture * | 4.0 | 4.0 | 4.0 |
| Cellulose powder | 3.0 | 3.0 | 3.0 |

*AIN-76 prescription (Oriental Yeast Co., Ltd., Tokyo, Japan).

**Supplementary Table S2. (A)** Final body weight of 6-week-old rat pups; weight increase from 4 to 6 weeks of age; total food intake from 4 to 6 weeks of age; tissue weights of the liver, kidney, and abdominal fat. **(B)** Results of two-way ANOVA. For total food intake calculation, the total weight of the food box and the food within it was measured, and the difference reduction from the previous measurement was calculated as the amount of food intake. Measurements were performed twice per week, and the total for the two weeks was calculated as the total food intake.

**(A)**

| **Group** | **Body weight**  **(g)** | **Weight increase (g)** | **Total food intake (g)** | **Liver**  **(g)** | **Kidney**  **(g)** | **Abdominal fat (g)** |
| --- | --- | --- | --- | --- | --- | --- |
| **mCN-CN** | 132.7 | 72.3 ^a^ | 172.5 | 5.8 ^ab^ | 1.3 ^a^ | 2.2 |
| **mCN-LP** | 113.0 | 56.6 ^b^ | 168.3 | 4.4 ^a^ | 1.1 ^b^ | 2.3 |
| **mCN-HP** | 130.5 | 73.0 ^a^ | 168.8 | 6.2 ^b^ | 1.6 ^c^* | 2.1 |
| **mLP-CN** | 117.2 | 66.0 | 158.1 | 4.7 | 1.2 ^de^ | 1.8 |
| **mLP-LP** | 113.1 | 57.2 | 168.5 | 4.2 | 1.0 ^d^ | 2.3 |
| **mLP-HP** | 117.0 | 67.2 | 153.5 | 5.4 | 1.4 ^e^* | 1.8 |

**(B)**

| **Factor** | **Body weight** | | **Weight increase** | | **Total food intake** | | **Liver** | | **Kidney** | | **Abdominal fat** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **F value** | **P value** | **F value** | **P value** | **F value** | **P value** | **F value** | **P value** | **F value** | **P value** | **F value** | **P value** |
| **in maternal diet** | 3.627 | 0.069 | 2.469 | 0.129 | 2.550 | 0.123 | 4.909 | 0.036 | 6.512 | 0.018* | 2.016 | 0.169 |
| **in offspring diet** | 2.248 | 0.127 | 12.393 | < 0.001** | 0.474 | 0.628 | 8.145 | 0.002** | 20.383 | < 0.001** | 1.943 | 0.165 |
| **interaction** | 0.954 | 0.399 | 0.837 | 0.445 | 0.668 | 0.522 | 0.634 | 0.539 | 1.017 | 0.377 | 0.393 | 0.679 |

(A) Values are expressed as the mean ± standard error (*n* = 5). Statistical analysis was performed using two‑way ANOVA and Tukey’s *post-hoc* test. Values are expressed as the mean ± standard error (*n* = 5). Statistical significance was set at *p* < 0.05. Different letters (a, b, and c) indicate statistically significant differences (in the mCN groups). Different letters (d and c) indicate statistically significant differences (in the mLP groups). * indicates statistically significant differences between the mCN-HP and mLP-HP groups.

Abbreviations: mLP-CN, maternal low-protein diet and control diet in offspring; mCN-CN, maternal control diet and control diet in offspring; mLP-LP, maternal low-protein diet and low-protein diet in offspring; mLP-HP, maternal low-protein diet and high-protein diet in offspring; HCP, high-CpG-density promoter; LCP, low-CpG-density promoter; ICP, intermediate-CpG-density promoter.

(B) **p* < 0.05, ***p* < 0.001.

**Supplementary Table S3.** DNA microarray from the kidney. **(A–C)** Genes that were altered to a hypermethylated state due to low maternal protein intake and reset by differences in protein intake after birth. **(D–F)** Genes that were altered to a hypomethylated state due to low maternal protein intake that were reset by differences in protein intake after birth. **(A)** and **(D)** show the genes that were reset by both low- and high-protein diets after birth, **(B)** and **(E)** show the genes were reset by only low-protein diets after birth, and **(C)** and **(F)** show the genes that were reset by only high-protein diets after birth.

**(A)**

| **Pathway/Gene Ontology term** | **Gene  symbol** | **Name** | **ID** | **Log fold change** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **LP-CN/ mCN-CN** | **mLP-LP/ mLP-CN** | **mLP-HP/ mLP-CN** |
| Cellular nitrogen compound metabolic process (BP)/ion binding (MF)/transcription factor binding (MF) | *Ddx3x* | ATP-dependent RNA helicase DDX3X | 1372242_at | 0.12 | 0.14 | –0.04 |
|  |  |  | 1386535_at | 1.11 | 0.08 | –1.17 |
| Ion binding (MF) | *Ivd* | isovaleryl-CoA dehydrogenase, mitochondrial | 1370232_at | 0.04 | –0.21 | –0.18 |
| Cellular nitrogen compound metabolic process (BP)/ion binding (MF) | *Pcgf6* | polycomb group RING finger protein 6 | 1389760_at | 0.10 | 0.02 | –0.18 |
| Ion binding (MF) | *S100g* | protein S100-G | 1368339_at | –0.84 | 0.18 | 0.26 |
| Cellular nitrogen compound metabolic process (BP)/ion binding (MF) | *Xrcc2* | DNA repair protein XRCC2 | 1393405_at | –0.10 | 0.22 | –0.34 |

**(B)**

| **Pathway/Gene Ontology term** | **Gene  symbol** | **Name** | **ID** | **Log fold change** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **LP-CN/ mCN-CN** | **mLP-LP/ mLP-CN** | **mLP-HP/ mLP-CN** |
| Cellular nitrogen compound metabolic process (BP) | *Adora2b* | adenosine receptor A2b | 1387395_at | –0.15 | –0.15 | –0.16 |
| Cellular nitrogen compound metabolic process (BP) | *Aplf* | aprataxin and PNK-like factor | 1373994_at | 0.36 | –0.10 | –0.67 |
| Cellular nitrogen compound metabolic process (BP)/ion binding (MF) | *Ddx10* | probable ATP-dependent RNA helicase DDX10 | 1373549_at | 0.04 | 0.12 | 0.09 |
| Ion binding (MF) | *Gem* | GTP binding protein | 1382351_at | 0.69 | –0.34 | –0.16 |
| Cellular nitrogen compound metabolic process (BP) | *Hoxb7* | homeobox protein Hox-B7 | 1388287_at | 0.07 | 0.06 | –0.03 |
| Ion binding (MF) | *Isca1* | iron-sulfur cluster assembly 1 homolog | 1388603_at | 0.18 | –0.05 | 0.14 |
|  |  |  | 1388613_at | 0.19 | –0.06 | 0.05 |
| MAPK signaling/cellular nitrogen compound metabolic process (BP)/ion binding (MF)/transcription factor binding (MF) | *Mapk14* | mitogen activated protein kinase 14 | 1367697_at | 0.14 | 0.05 | –0.37 |
| Cellular nitrogen compound metabolic process (BP)/transcription factor binding (MF) | *Nbn* | nibrin | 1387977_at | 0.20 | 0.06 | –0.19 |
| Oxidative phosphorylation/cellular nitrogen compound metabolic process (BP) | *Ndufa10* | NADH dehydrogenase [ubiquinone] 1 alpha | 1397206_at | 0.17 | –0.04 | –0.28 |
| Cellular nitrogen compound metabolic process (BP) | *Ndufa10l1* | NADH dehydrogenase (ubiquinone) 1 alpha | 1389334_at | –0.34 | 0.08 | 0.14 |
| Ion binding (MF) | *Trpc5* | short transient receptor potential channel 5 | 1369368_at | –0.20 | 0.21 | 0.29 |

**(C)**

| **Pathway/Gene Ontology term** | **Gene  symbol** | **Name** | **ID** | **Log fold change** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **LP-CN/ mCN-CN** | **mLP-LP/ mLP-CN** | **mLP-HP/ mLP-CN** |
| Cellular nitrogen compound metabolic process (BP)/transcription factor binding (MF) | *Ar* | androgen receptor | 1369159_at | -0.39 | 0.04 | –0.22 |
| JAK-STAT signaling/cellular nitrogen compound metabolic process (BP) | *Csf3* | granulocyte colony-stimulating factor | 1369529_at | 0.03 | –0.09 | 0.07 |

**(D)**

| **Pathway/Gene Ontology term** | **Gene  symbol** | **Name** | **ID** | **Log fold change** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **LP-CN/ mCN-CN** | **mLP-LP/ mLP-CN** | **mLP-HP/ mLP-CN** |
| Blood circulation (BP)/developmental process (BP)/response to stress (BP) | *Atp1b1* | sodium / potassium-transporting ATPase subunit | 1367814_at | 0.18 | –0.07 | –0.14 |
|  |  |  | 1386937_at | 0.20 | –0.02 | 0.07 |
| Regulation of signaling (BP) | *Ly6g6d* | lymphocyte antigen 6 complex locus protein G6d | - | ND | ND | ND |

**(E)**

| **Pathway/Gene Ontology term** | **Gene  symbol** | **Name** | **ID** | **Log fold change** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **LP-CN/ mCN-CN** | **mLP-LP/ mLP-CN** | **mLP-HP/ mLP-CN** |
| Channel activity (MF)/developmental process (BP)/regulation of signaling (BP)/response to stress (BP) | *Bax* | apoptosis regulator BAX | 1369122_at | –0.05 | –0.01 | –0.25 |
| Channel activity (MF)/regulation of signaling (BP)/response to stress (BP) | *Chrna4* | neuronal acetylcholine receptor subunit alpha-4 | 1369252_at | –0.14 | 0.02 | 0.09 |
|  |  |  | 1391490_at | 0.30 | 0.02 | –0.13 |
| Developmental process (BP)/regulation of signaling (BP) | *Dll4* | delta-like protein 4 | 1379790_at | –0.24 | 0.26 | 0.06 |
|  |  |  | 1394367_at | 0.08 | 0.16 | –0.25 |
| Developmental process (BP)/regulation of signaling (BP)/response to stress (BP) | *Lmna* | prelamin-A/C isoform C2 | 1368054_at | –0.08 | -0.03 | –0.24 |
|  |  |  | 1368055_at | –0.03 | –0.10 | –0.03 |
| Developmental process (BP) | *Mafk* | transcription factor MafK | 1372211_at | –0.02 | 0.14 | 0.01 |
| Developmental process (BP) | *Neu1* | sialidase-1 precursor | 1369081_at | 0.58 | –0.11 | –0.27 |
|  |  |  | 1375684_at | 0.27 | –0.15 | –0.15 |
| Developmental process (BP)/response to stress (BP) | *Nfatc2* | nuclear factor of activated T-cells, cytoplasmic | 1381185_at | –0.26 | –0.02 | 0.34 |
| Developmental process (BP)/response to stress (BP) | *Plg* | plasminogen | 1368360_at | –0.28 | –0.05 | 0.57 |
| Developmental process (BP)/regulation of signaling (BP)/response to stress (BP) | *Vgf* | neurosecretory protein VGF precursor | 1368359_at | –0.08 | 0.09 | 0.10 |
| Developmental process (BP)/regulation of signaling (BP)/response to stress (BP) | *Wnt5b* | wingless-related MMTV integration site5B | 1374970_at | –0.01 | 0.06 | 0.04 |

**(F)**

| **Pathway/Gene Ontology term** | **Gene  symbol** | **Name** | **ID** | **Log fold change** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **LP-CN/ mCN-CN** | **mLP-LP/ mLP-CN** | **mLP-HP/ mLP-CN** |
| Blood circulation (BP)/developmental process (BP)/regulation of signaling (BP) | *Casq2* | calsequestrin-2 precursor | 1368988_at | –0.09 | 0.00 | –0.21 |
|  |  |  | 1387401_at | –0.23 | 0.02 | 0.32 |
| Developmental process (BP) | *EifI5a* | eukaryotic translation initiation factor 5A-1 | 1371329_at | 0.18 | -0.07 | -0.15 |
| Developmental process (BP)/regulation of signaling (BP)/response to stress (BP) | *Mapt* | microtubule-associated protein tau | 1368137_at | –0.01 | -0.07 | 0.04 |
|  |  |  | 1398138_at | –0.31 | -0.06 | 0.02 |
|  |  |  | 1387071_at | 0.04 | -0.11 | –0.19 |
| Developmental process (BP) | *Sp7* | transcription factor SP7 isoform 2 | - | ND | ND | ND |

Abbreviations: BP, biological process; MF, molecular function; ND, not determined; mLP-CN, maternal low-protein diet and control diet in offspring; mCN-CN, maternal control diet and control diet in offspring; mLP-LP, maternal low-protein diet and low-protein diet in offspring; mLP-HP, maternal low-protein diet and high-protein diet in offspring; HCP, high-CpG-density promoter; LCP, low-CpG-density promoter; ICP, intermediate-CpG-density promoter.

Log fold change is the median log2-ratio from probes within the peak. A positive value indicates increased gene expression and a negative value indicates decreased gene expression. The area indicated by “-” indicates no variation.

How the deposited data were processed for this re-analysis (not part of the article)

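DNA methylation in kidney promoters was measured by MeDIP-chip on 12 arrays, 3 for each of the mCN-CN, mLP-CN, mLP-LP, and mLP-HP groups of male SHRSP offspring at 6 weeks of age. Groups and replicate numbers were taken from the sample labels, and all arrays were used. The paper gives its n for body and tissue weights, and its text does not name the number of arrays or the litters they came from.

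The authors deposited the output of Agilent Feature Extraction 11.0.1.1 for each array, in which the signals are median pixel intensities of the spot and of its local background, without correction, for Cy5 (immunoprecipitated DNA) and Cy3 (input DNA). The same deposited files hold processed intensities, which Feature Extraction corrected for background and scaled between the dyes, and a log10 ratio of these 2 processed signals, which was compared with them and otherwise not used. The authors also deposited a table of log2 values per probe and array, whose scale is not stated in the files. On each array it correlated with the log2 ratio of the scanner intensities (Spearman's rho 0.854 to 0.876), in the direction Cy5 over Cy3. The steps stated in the Methods for such values are median centering, quantile normalization, and linear smoothing. It was used as an alternative. Positions are on build rn4, counted from 1.

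Median signals entered in place of the mean signals named in the plan, because the files give spot signals as medians only. Background was corrected in limma 3.58.1 (R 4.3.3) with normexp and an offset of 50, fitted on all spots. Control spots were then left out. Spots with an outlier flag (170 to 16509 per array) were treated as missing, and means over probes and smoothed values were taken over deviations from each probe's mean so that a missing spot does not shift the level. The log2 ratios were centered on each array's median and quantile normalized between arrays. Probes with gaps of less than 1000 bp were joined to a promoter, which gave 16174 promoters, and the 16055 with at least 3 probes were tested.

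DMRs were called with the window, test, threshold, and merging distance of the paper's Methods. The Methods describe peaks within each sample and do not state how groups were compared, and differences between group means were tested here. Log2 ratios were smoothed with linear weights over 1000 bp (500 bp to each side). For each probe, the differences between group means in a 1500 bp window were compared with the rest of the array by a one-sided Kolmogorov-Smirnov test. Regions of at least 2 probes with −log10 p of at least 2 were kept and merged within 500 bp. The test was written in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 and was tested on simulated data, as was the limma fit. The Kolmogorov-Smirnov test treats probes as independent, which smoothing makes untrue.

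Limma was fitted to the promoter means before smoothing, with all 12 arrays and one estimate of the spread (8 residual degrees of freedom), empirical Bayes moderation, and Benjamini-Hochberg adjustment over all promoters, at a threshold of 0.05. Adjusted p-values in the text come from this fit unless another is named. The median residual SD of a promoter was 0.0767 in log2 units. The scan was fitted as a random block with duplicateCorrelation (consensus correlation 0.533), and as a fixed block where a scan held both groups. The counts of DMRs, reset promoters, and limma promoters and the correlations were recomputed with other background corrections, other normalizations, the authors' table, and a filter on dim probes. Arrays were left out in turn for these too, except for promoters reset by a single diet or by both and for promoters shared between comparisons. Other summaries of a promoter and array weights were tried for limma, and other settings of smoothing, threshold, window, and region filters for DMRs and reset promoters.

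Comparisons that share the mLP-CN arrays were set beside 100 simulated sets of unchanged groups, made by random rotation of the deviations of the arrays from their group means. The DMR totals of the 3 main comparisons and the limma counts in the log2 ratio and in the input channel, all under the first settings, were set beside the 9 other splits of their 6 arrays into 3 and 3. Reset and shared promoters and counts under other settings were not. Each other split mixes arrays of both groups, so a difference between the groups raises its spread and lowers its limma count. Leaving out an array of a group of 3 leaves 2, and their spread is taken from all groups.

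Promoters named in the text are the 3 with the largest absolute difference in limma, in each of the 3 main comparisons, among those with an adjusted p under 0.05 whose groups do not overlap. As the files do not pair probes with genes, at most 2 that rose and 2 that fell are printed for a comparison. The genes of Table 2, promoter classes by CpG density, pathway and gene ontology enrichment, and the relation to expression need gene names, sequence of build rn4, or gene sets and were not analysed here. The sex of the offspring was checked from the input signal. Chromosome X probes lay below autosomal probes by a similar amount on all arrays (log2 −0.45 to −0.36). The array has no probes on chromosome Y and no female was measured, so the check shows only that the arrays are alike. The arrays have no depth in reads, and their number and the signal over background limit the precision.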

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

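The tests of the input channel, with and without the scan as a block, and of signal scale, the tests of scan and of a mislabelled sample for mLP-LP replicate 10, the test of loess on the mLP-HP promoters, the removal of the trend on probe length, and the other splits for mLP-HP vs. mLP-LP and for the input channel were chosen only after the result was seen.

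The input channel, which holds DNA that was not immunoprecipitated and which the paper does not report on, differed between groups. By limma, 8679 of 16055 promoters differed at an adjusted p under 0.05 between the mLP-HP and mLP-CN arrays in input signal alone. The input was centered on each array's median, without quantile normalization and with flagged spots kept. The log2 ratio gave 6147 promoters after quantile normalization and 9670 with median centring only, so which channel differs more depends on the processing. For mLP-LP vs. mLP-CN, 2717 promoters differed in input. In each of these 2 comparisons, every other split of the arrays gave 0 promoters in input. At an unadjusted p under 0.05 the other splits gave at most 500 for mLP-HP and 982 for mLP-LP, against 9557 and 5356 for the diet groups. The diet groups are 1 of the 10 splits, the lowest share that is possible, so that this share cannot decide on chance. The other splits also mix the groups, and a difference between the groups lowers those counts. Between the mLP-CN and mCN-CN arrays, all from 1 scan day, limma called 0 promoters, with 740 at an unadjusted p under 0.05, and 514 with the scan as a block, which rests on mCN-CN replicate 3. Labelling or hybridization that differed between scan days may therefore contribute to the 6147 promoters. A difference in input did not always go with one in the ratio. Between the mLP-LP and mCN-CN arrays, from different scan days, 3795 promoters differed in input and 1 in the log2 ratio. A wider signal scale of the immunoprecipitated DNA on the mLP-HP arrays is argued against as the whole cause. The 6147 promoters passed after quantile normalization, which gives the arrays one distribution and which lowered the count from 9670 with median centring only. A trend on probe length is argued against as the whole cause, since 4734 promoters passed once it was removed from each array, and so is a dye effect that follows the brightness of the spot, since 865 passed after loess within each array. Loess would also take out a true change that follows brightness. All mLP-CN arrays came from one day and all mLP-HP arrays from another, so the scan day and the postnatal diet cannot be told apart in this comparison, and an effect of the diet on the log2 ratio stays open. Of the 10 splits of the 6 arrays, 1 gave as many promoters in the log2 ratio, the diet groups themselves. With 3 arrays against 3 that share is never under 0.1, and chance is not excluded by it.

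The mLP-HP group also differed from the mCN-CN group, a comparison whose numbers the paper does not give. Limma called 2699 promoters, 1359 higher and 1340 lower in the mLP-HP group, and 1 between the mLP-LP and mCN-CN groups. For mLP-HP, every other split gave 0 promoters, with 186 to 945 at an unadjusted p under 0.05, against 5384 for the diet groups. The diet groups are 1 of the 10 splits, so the share is never under 0.1 and cannot decide on chance here. Here too the other splits mix the groups, which lowers their counts where the groups differ. For mLP-LP the other splits gave 0 to 3 promoters, and chance is not excluded. The difference between the diets was tested directly as mLP-HP vs. mLP-LP, where limma called 0 promoters (3150 at an unadjusted p under 0.05). All 10 splits give at least 0, so that this count tests nothing, and at an unadjusted p the other splits gave 44 to 2930. In the input channel 1717 promoters differed there, and 2 of the 10 splits gave as many, so that chance is not excluded. The other of these 2 set the arrays of scan 4 (mLP-HP replicates 8 and 9 and mLP-LP replicate 10) against the rest and gave 4499. With the scan as a block, 1 promoter differed in input. In the log2 ratio, limma called 0 promoters with the scan as a block (412 at an unadjusted p under 0.05) and 0 with the scan as a random block (959). Without mLP-LP replicate 10, 3449 passed, but then no scan day holds both groups. With the scan as a random block, 15 promoters passed for mLP-HP vs. mCN-CN, and leaving out single replicates gave 701 to 2073. In input alone, 8814 promoters differed between the mLP-HP and mCN-CN arrays, which share no scan day.

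Replicate 10 of the mLP-LP group was the 1 array of its group scanned on the day of the mLP-HP arrays. Its deviation from mLP-LP replicates 11 and 12 followed the difference between the mLP-HP and mCN-CN groups across promoters (r = 0.667 in the log2 ratio and 0.742 in the input, with no array shared). In the input channel its mean r with the mLP-HP arrays exceeded that with its own group by 0.0427, and an effect of the scan day may thus account for part of what separates mLP-HP from mCN-CN. A mislabelled sample cannot be told apart from this. In the log2 ratio replicate 10 had r of 0.969 with mLP-HP replicate 7, close to the r of mLP-HP replicates 8 and 9 with it (0.972 and 0.973), and replicates 8 and 9 shared its scan. An effect of the high-protein diet stays open and was not separated from the scan day.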

How the results depend on the processing

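The settings chosen only after the values were seen were the offset of 1, the removal of the trend on probe length, the scan as a block in the input channel, and the 3 combinations of the 0.3 minimum with arrays that do not overlap, and the remaining alternatives, the comparisons, and the rule for naming promoters were set before the data were examined. Over the counts of DMRs, promoters, and reset promoters and the correlations, 402 values were recomputed under an alternative. Of these, 202 stayed within 1.5 times of the count or within the spread of the correlation, 199 did not, and 1 correlation changed sign. Except where the setting itself leaves fewer regions, probes, or arrays, the cause was not tested.

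The numbers of hypermethylated and hypomethylated DMRs stayed within 1.5 times without background correction, with the Feature Extraction processed signals, with median centring only, with loess, with probes above background in the input only, with an offset of 1, with a window of 1000 bp, and with any replicate left out. With a replicate left out, hypermethylated DMRs numbered 4175 to 4284 for mLP-CN vs. mCN-CN, 4298 to 4412 for mLP-LP vs. mLP-CN, and 4299 to 4388 for mLP-HP vs. mLP-CN. Simulated unchanged groups gave medians of 4223 hypermethylated and 4189 hypomethylated DMRs for the maternal comparison, against 4236 and 4227, so that a number that stayed does not speak for a stable difference. The DMR numbers moved under the settings that act on smoothing, on the threshold, or on which regions are kept. In the following, hypermethylated numbers come before hypomethylated ones, in the order mLP-CN vs. mCN-CN, mLP-LP vs. mLP-CN, and mLP-HP vs. mLP-CN, and reset promoters are given as first hypermethylated on LP and HP, then first hypomethylated on LP and HP.

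Without smoothing, DMRs numbered 756 and 604, 674 and 806, and 679 and 731, and reset promoters 307, 243, 227, and 181. With −log10 p of at least 3, DMRs numbered 2268 and 2030, 2259 and 2328, and 2209 and 2271, and reset promoters 1225, 973, 1132, and 873. With a median log2 ratio of at least 0.3 in 1 of the groups, DMRs numbered 1122 and 1485, 1822 and 1106, and 2254 and 1102, and reset promoters 590, 469, 770, and 662. With arrays that do not overlap between the groups, 1974 and 2258 DMRs remained for the maternal comparison and 2772 hypomethylated DMRs for mLP-LP, and reset promoters numbered 1087, 1083, 1200, and 1220. With both of these filters, DMRs numbered 557 and 799, 1285 and 732, and 2047 and 970, and reset promoters 278, 258, 353, and 349. The authors' processed values gave 2822 and 2896 DMRs for mLP-LP and 2871 hypermethylated DMRs for mLP-HP, and reset promoters numbered 1226, 1142, 1221, and 1068. The authors' values with both filters gave 415 and 522, 670 and 416, and 1442 and 632 DMRs, and 89, 119, 116, and 177 reset promoters. Values without smoothing and with both filters gave 173 and 140, 240 and 184, and 369 and 178 DMRs, and 60, 48, 35, and 24 reset promoters.

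Reset promoters also fell with the Feature Extraction processed signals, to 1443, 1336, 1485, and 1394, with loess, to 1637, 1215, 1630, and 1165, and with probes above background in the input only, to 1546, 1218, 1649, and 1324. With an offset of 1, first hypomethylated promoters reset on HP numbered 1434.

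For mLP-CN vs. mCN-CN, the 542 promoters became 247 without background correction, 2915 with median centring only, 1152 with probes above background in the input only, 105 with only the groups compared in the fit, 4374 with array weights, 1857 with the scan as a block, 1010 with the scan as a random block, and 182 with the trend on probe length removed. Limma called 0 promoters with the Feature Extraction processed signals (675 at an unadjusted p under 0.05), 0 after loess (973 unadjusted), 0 with an offset of 1 (1354 unadjusted), and 0 of 144380 single probes (34488 unadjusted). Leaving out each replicate in turn gave 30 to 1953. The highest count came without mCN-CN replicate 3 and the lowest without mLP-CN replicate 6, and leaving out mCN-CN replicate 1 or 2 or mLP-CN replicate 4 or 5 gave 53, 62, 59, and 341. The share of promoters that were higher was 33.8%, and it became 12.2% with the scan as a block, 15.2% with the scan as a random block, 4.43% with median centring only, 1.04% with probes above background in the input only, 47.3% with the authors' processed values, and 49.9% without mCN-CN replicate 3.

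For mLP-LP vs. mLP-CN, the 3169 promoters became 144 with the authors' processed values, 124 without background correction, 29 with the Feature Extraction processed signals, 6113 with median centring only, 1 after loess, 77 with an offset of 1, 5592 with array weights, 56 with the scan as a random block, and 1476 with the trend on probe length removed. Single probes gave 29130. Without each replicate in turn the count was 1475 to 3279, and it fell below the count with all arrays by more than 1.5 times without mLP-CN replicate 4 (1475) or 6 (1630) or mLP-LP replicate 12 (1688). The share of higher promoters was 59.9%, and it was 94.8% with median centring only, 96.3% with probes above background in the input only, 50.4% with the median of the probes, and 40.8% over single probes. After loess the 1 promoter was higher.

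For mLP-HP vs. mLP-CN, the 6147 promoters became 3869 without background correction, 3196 with the Feature Extraction processed signals, 9670 with median centring only, 865 after loess, 2274 with an offset of 1, and 1556 with the scan as a random block, and single probes gave 62133. Leaving out single arrays gave 4313 to 5319. The share of higher promoters was 55.5%, and it was 72.7% with median centring only, 89.2% with probes above background in the input only, 49.3% with the median of the probes, and 41.4% over single probes.

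For mLP-LP vs. mCN-CN, limma called 1 promoter, and it called 47 with the authors' processed values, 6 without background correction, 32 with the Feature Extraction processed signals, 840 with array weights, and 209 single probes. It called 0 with an offset of 1 (1747 at an unadjusted p under 0.05), with probes above background in the input only (1976), with only the groups compared (1054), with the scan as a random block (1076), and with the trend on probe length removed (1796). With a replicate left out the count was 0 or 1, with 1400 to 2302 unadjusted for the counts of 0.

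For mLP-HP vs. mCN-CN, the 2699 promoters became 1706 without background correction, 5777 with median centring only, 1560 after loess, 1705 with an offset of 1, 6897 with array weights, 15 with the scan as a random block, and 1499 with the median of the probes, and single probes gave 27406. Single replicates left out gave 701 to 2073, with 701 without mLP-HP replicate 9, 1080 without replicate 8, 1254 without replicate 7, and 1715 without mCN-CN replicate 1.

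For mLP-HP vs. mLP-LP, limma called 0 promoters (3150 at an unadjusted p under 0.05). It called 2 with the authors' processed values, 3 without background correction, 2651 with median centring only, 2 after loess, 1 with an offset of 1, 5829 with array weights, 17 with the median of the probes, and 0 with the scan as a block (412 unadjusted) or as a random block (959 unadjusted). With a replicate left out it was 0 to 3449, where 3449 came without mLP-LP replicate 10, which leaves the groups on different scan days, and the other counts were 0 with 1181 to 2328 unadjusted. Array weights gave the lowest weights to mCN-CN replicate 3 (0.2098) and mLP-LP replicate 10 (0.2365), so that these counts share their construction with leaving those arrays out.

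The correlation of the maternal with the postnatal difference stayed below 0 under every setting except mLP-HP with no array shared after loess. It is given for mLP-LP with shared arrays, mLP-LP with no array shared, mLP-HP with shared arrays, and mLP-HP with no array shared. It was −0.614, −0.371, −0.551, and −0.390 with the authors' processed values, −0.604, −0.361, −0.544, and −0.382 without background correction, −0.323, −0.0195, −0.250, and −0.0496 with the Feature Extraction processed signals, and −0.429, −0.134, −0.140, and 0.0312 after loess. With an offset of 1 it was −0.533, −0.191, −0.351, and −0.128, and with probes above background in the input only −0.679, −0.438, −0.505, and −0.342. Median centring only gave −0.693 for mLP-LP with no array shared and −0.726 and −0.657 for mLP-HP. With a replicate left out, the correlations were −0.838 to −0.687, −0.665 to −0.499, −0.704 to −0.590, and −0.547 to −0.437.

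Of the named promoters, the decreases on chromosomes 8 and 11 passed the threshold under 15 of 19 settings each and lost it with the Feature Extraction processed signals, after loess, with an offset of 1, and without mLP-CN replicate 6. The increase on chromosome 7 passed under 12 of 18 settings for mLP-LP and 17 of 18 for mLP-HP, and the increase on chromosome 9 under 16 of 18. Their adjusted p from limma lay between 6.34e-09 and 0.402 over these settings, and no difference changed sign.

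No paired analysis was possible because the replicate numbers run from 1 to 12 over the groups and none is shared. The scan was fitted as a fixed block only for mLP-CN vs. mCN-CN and mLP-HP vs. mLP-LP, where 1 scan holds both groups. The alternatives for the genes of Table 2 and for gene set enrichment were not run, as gene names and gene sets were not used here. Signal over background limits promoters with dim probes: 137079 of the 172669 probes were well above background in the input on all arrays.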

Differences from the paper's values

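The offset of 1 and the 3 combinations of both region filters were chosen only after the values were seen, and the authors' processed values with both filters were kept because they came near the paper's numbers. The filters are a median log2 ratio of at least 0.3 in 1 of the groups, and arrays that do not overlap between the groups.

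For mLP-CN vs. mCN-CN, the paper gives 478 hypermethylated DMRs, and 4236 were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. With both region filters there were 557, and with the authors' processed values and both filters 415, in settings chosen after seeing the values. The paper's number of hypomethylated DMRs is 576, against 4227 here. Of the alternatives set before the data were examined, the values without smoothing (604) came within 1.5 times and the others did not. With both filters there were 799, and with the authors' processed values and both filters 522, chosen after seeing the values. In total the paper gives 1054 DMRs and 8463 were found here. Without smoothing there were 1360, and no other alternative set beforehand came within 1.5 times. With both filters there were 1356, and with the authors' processed values and both filters 937, again chosen after seeing the values.

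For mLP-LP vs. mLP-CN, the paper gives 697 hypermethylated DMRs, and 4338 were found here. Among the alternatives set before the data were examined, the values without smoothing (674) came within 1.5 times and no other did. The authors' processed values with both filters gave 670, a setting chosen after seeing the values. For hypomethylated DMRs the paper's number is 405, against 4370 here. No alternative set before the data were examined came within 1.5 times, and the authors' processed values with both filters gave 416, chosen after seeing the values. The paper's total is 1102 and 8708 were found here, with 1480 without smoothing as the only value within 1.5 times among the alternatives set beforehand. The authors' processed values with both filters, chosen after seeing the values, gave 1086.

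For mLP-HP vs. mLP-CN, the paper gives 927 hypermethylated DMRs, and 4350 were found here. Without smoothing there were 679, and no other alternative set before the data were examined came within 1.5 times. The authors' processed values with both filters, chosen after seeing the values, gave 1442 hypermethylated and 632 hypomethylated DMRs, neither within 1.5 times. The paper's 366 hypomethylated DMRs stand against 4366 here, and no setting that was run, set beforehand or added, came within 1.5 times. In total 8716 were found here, and the 1410 without smoothing came within 1.5 times of the total in Table 1.

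The hypermethylated DMRs shared by the mLP-LP and mLP-HP groups number about 210 in Supplementary Figure S1, read by eye, and 2735 promoters were shared here. Without smoothing 249 were shared, and no other alternative set before the data were examined came within 1.5 times. The authors' processed values with both filters gave 244, chosen after seeing the values. The shared hypomethylated DMRs number about 95 in Supplementary Figure S1, read by eye, and 2628 promoters were shared here. No alternative set before the data were examined came within 1.5 times, and the values without smoothing and with both filters gave 67, chosen after seeing the values. The overlaps here count promoters, and the unit of the figure is not stated beyond DMRs.

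In direction, the paper's numbers have more hypomethylated than hypermethylated DMRs for the maternal comparison, and more hypermethylated DMRs for the postnatal ones. The shares of hypermethylated DMRs here (50.1% for the maternal comparison, 49.8% for mLP-LP, and 49.9% for mLP-HP) cannot be set against this, because testing windows against the rest of the array puts hypermethylated and hypomethylated DMRs near equal numbers, and simulated unchanged groups gave medians of 4223 and 4189. Without smoothing, the shares were 55.6%, 45.5%, and 48.2%. With the 0.3 minimum, an alternative set before the data were examined, the shares were 43.0%, 62.2%, and 67.2%. The paper states that the reset genes of Table 2 did not vary from the mCN-CN group. By limma, none of the promoters called in the maternal comparison and oppositely on the LP diet were called against the mCN-CN group, where limma called 1 promoter in all, and 48 of 450 were on the HP diet. Of the promoters with opposite DMRs on the HP diet, limma called 334 first hypermethylated and 417 first hypomethylated ones against the mCN-CN group.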

Other observations

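The tests of scan for mCN-CN replicate 3, for the correlation of opposite differences, and for chromosome X, the tests of loess on the correlation and on the maternal promoter count, the correlation with brightness, and the offset of 1 were chosen only after the result was seen.

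After smoothing, the number of DMRs from the windowed test did not separate the diet groups from other splits of the same arrays. As many regions as in the diet groups were found in 5 of the 10 splits for mLP-CN vs. mCN-CN, the diet groups included. It was 2 for mLP-LP vs. mLP-CN and 4 for mLP-HP vs. mLP-CN. The test sets each window against the rest of the same differences, so differences that are larger throughout give no larger total. These totals therefore decide neither on chance nor on an effect of diet. On simulated data made for mLP-CN vs. mCN-CN with 16174 promoters, of which 200 were changed, the windowed test recovered the changed promoters at an effect of 0.3 in 100% of cases but also called 43.2% of the unchanged ones after smoothing. Without smoothing it recovered 99% and called 4.5% of the unchanged ones. In the data, the other splits gave 1022 to 1334 regions without smoothing, against 1360 for the maternal diet groups. For mLP-LP vs. mLP-CN they gave 1014 to 1440, against 1480, and for mLP-HP vs. mLP-CN 1057 to 1693, against 1410. No biological explanation was tested for these numbers.

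In the maternal comparison, the limma count was larger for the diet groups than for the other splits (1 of the 10 as large, the diet groups themselves). The same held for mLP-LP vs. mLP-CN (1 of the 10), and with 10 splits chance cannot be excluded for either. The other splits mix the groups, so a difference between the groups, of diet or scan, lowers their counts. In the maternal comparison, the difference correlated with the brightness of the input channel across promoters with r of −0.692, and mLP-LP and mLP-HP vs. mLP-CN had r of 0.697 and 0.720. Promoters are not independent of each other in these correlations. After loess within each array 0 promoters passed in limma for the maternal comparison (973 at an unadjusted p under 0.05), which is consistent with a dye effect that follows brightness, and which loess would equally give for a true change that follows brightness. The Cy5 medians of the mLP-CN arrays were the lowest of the 4 groups (94 to 103). With an offset of 1 in place of 50, limma also called 0 promoters (1354 at an unadjusted p under 0.05), so that the maternal count may rest on the offset added to the background-corrected signals. Other settings raised the count of 542. It was 1857 with the scan as a block, where mCN-CN replicate 3 is the only control in the scan of the mLP-CN arrays, and 1953 without replicate 3. On simulated data for this comparison, limma recovered 20% of the changed promoters at an effect of 0.2, 60% at 0.3, and 90% at 0.4, with 3 wrong calls. An effect of the maternal diet stays open.

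Replicate 3 of the mCN-CN group differed from replicates 1 and 2 in the same direction as the mLP-CN arrays of its scan differed from the mLP-LP arrays (r = 0.451 across promoters, with no array shared). For mLP-CN minus mLP-HP r was 0.306. In the input channel these r were 0.122 and 0.0784. In the log2 ratio, mLP-CN replicates 4 and 6 had a higher r with replicate 3 of their own scan (0.9245 and 0.9195) than with replicates 1 and 2 (0.9103 and 0.9114 for replicate 4, 0.9153 and 0.9191 for replicate 6), and mLP-CN replicate 5 had a lower one (0.935 against 0.9375 and 0.9425). In input, r with the mLP-CN arrays was 0.981 to 0.983 for replicate 3 and 0.986 to 0.992 for replicates 1 and 2. Whether the scan sets replicate 3 apart is therefore left open. This array also had 16509 spots with outlier flags, against 170 and 173 on replicates 1 and 2. A difference between litters or animals was not tested.

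Maternal and postnatal differences had opposite signs in many promoters. Under the first settings, arrays shared by both comparisons are argued against as the whole cause for mLP-LP. With no array shared, the mean r over the divisions of the mLP-CN arrays was −0.595. Every single division (−0.636 to −0.543) lay below the lowest of the 100 simulated values (−0.517), each of which came from 1 division. For mLP-HP the mean was −0.513. Its single divisions ran from −0.591 to −0.449, on both sides of that lowest value, so that the simulated range decides nothing there. For mLP-LP, other settings also gave mean values above the lowest simulated value. The range was simulated under the first settings only and cannot decide for the others, so that shared arrays and chance stay open there. These were −0.361 without background correction, −0.371 with the authors' processed values, and −0.0195 with the Feature Extraction processed signals. An offset of 1 gave −0.191, probes above background in the input only −0.438, and leaving out mCN-CN replicate 2 −0.499. Median centring only (−0.693) and leaving out any other array stayed below the lowest simulated value. With mCN-CN replicate 3 as the only control, from the scan of the mLP-CN arrays, r for mLP-LP was −0.205, against −0.625 and −0.665 with replicates 1 and 2. After loess it was −0.134. A hypothesis is thus that a dye effect that follows brightness could produce much of the opposite pattern. The values under replicate 3 rest on a single array that stands apart for a reason that is not settled, so that the scan stays open as a cause. A resetting by the postnatal diet stays open as the biological explanation, and it was not separated from these.

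Chromosome X promoters had higher log2 ratios relative to autosomal promoters in the mLP-CN group than in the other groups. The median over chromosome X minus the median over autosomes was 0.0865 to 0.0956 on the mLP-CN arrays, 0.0289 to 0.0688 on the mCN-CN arrays, 0.0049 to 0.0268 on the mLP-LP arrays, and −0.001 to 0.0204 on the mLP-HP arrays. In the maternal comparison, 7.29% of the hypermethylated and 2.13% of the hypomethylated DMRs lay on chromosome X, and for mLP-LP vs. mLP-CN it was 2.03% and 7.44%. In Table 2 of the paper, 4 of the 18 genes listed as first hypermethylated and 0 of the 16 listed as first hypomethylated are on chromosome X, where 2 of the 16 carry positive maternal values. A candidate explanation is a dye effect that follows brightness, since the difference between mLP-CN and mCN-CN was 0.0452 before and −0.0083 after loess within each array, and 0.0042 with probes above background in the input only. It was 0.08 without background correction, 0.0821 with the authors' processed values, 0.0304 with median centring only, 0.026 with an offset of 1, and 0.0239 with the Feature Extraction processed signals. The scan cannot be told apart from the maternal diet here: mCN-CN replicate 3, the 1 control in the scan of the mLP-CN arrays, lay above replicates 1 and 2 by 0.0344 and below every mLP-CN array, and it is a single array. A change on chromosome X with the maternal diet stays open as the biological explanation.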
